# Mediator Med23 Regulates Adult Hippocampal Neurogenesis

**DOI:** 10.3389/fcell.2020.00699

**Published:** 2020-07-29

**Authors:** Guo-Yan Chen, Shuai Zhang, Chong-Hui Li, Cong-Cong Qi, Ya-Zhou Wang, Jia-Yin Chen, Gang Wang, Yu-Qiang Ding, Chang-Jun Su

**Keywords:** Mediator complex 23, hippocampus, proliferation, cell cycle, adult neural stem cells

## Abstract

Mammalian Mediator (Med) is a key regulator of gene expression by linking transcription factors to RNA polymerase II (Pol II) transcription machineries. The Mediator subunit 23 (Med23) is a member of the conserved Med protein complex and plays essential roles in diverse biological processes including adipogenesis, carcinogenesis, osteoblast differentiation, and T-cell activation. However, its potential functions in the nervous system remain unknown. We report here that Med23 is required for adult hippocampal neurogenesis in mouse. Deletion of Med23 in adult hippocampal neural stem cells (NSCs) was achieved in Nestin-Cre^ER^:Med23^flox/flox^ mice by oral administration of tamoxifen. We found an increased number of proliferating NSCs shown by pulse BrdU-labeling and immunostaining of MCM2 and Ki67, which is possibly due to a reduction in cell cycle length, with unchanged GFAP^+^/Sox2^+^ NSCs and Tbr2^+^ progenitors. On the other hand, neuroblasts and immature neurons indicated by NeuroD and DCX were decreased in number in the dentate gyrus (DG) of Med23-deficient mice. In addition, these mice also displayed defective dendritic morphogenesis, as well as a deficiency in spatial and contextual fear memory. Gene ontology (GO) analysis of hippocampal NSCs revealed an enrichment in genes involved in cell proliferation, Pol II-associated transcription, Notch signaling pathway and apoptosis. These results demonstrate that Med23 plays roles in regulating adult brain neurogenesis and functions.

## Introduction

The mammalian Mediator complex is an evolutionarily conserved multi-protein complex, which functions as a key transcriptional cofactor by forming a link between sequence-specific transcription factors and the RNA polymerase II (Pol II)-associated basal transcription machinery. In this context, it may be required for the transcription of thousands of protein-coding genes (Lewis and Reinberg, 2003; Malik and Roeder, 2005; Hentges, 2011). The Mediator complex contains up to 30 proteins, and given its fundamental role in gene transcription, inactivation of individual genes may lead to global gene expression defects. However, based on data showing that mutation of different Mediator complex genes in the same organism leads to different phenotypes, individual Mediator complex proteins have unique biological functions (Bourbon et al., 2004; Malik and Roeder, 2010; Hentges, 2011).

The Mediator subunit 23 (Med23, also known as sur2) was originally identified as a genetic suppressor of activated let-60 ras mutation in *Caenorhabditis elegans* (Singh and Han, 1995). Med23 functions in the mitogen-activated protein kinase (MAPK) signaling pathway by interacting with the ternary complex factor Elk1, and data from embryonic fibroblasts have indicated that MAPK-activated interaction of Med23-Elk1 is required for hormone-induced adipogenesis through controlling transcription of immediate early gene Egr2 (Stevens et al., 2002; Wang et al., 2005, 2009). Important roles of Med23 have also been reported in other biological processes including osteoblast differentiation (Liu et al., 2016), myogenesis (Yin et al., 2012), lung carcinogenesis (Yang et al., 2012; Yao et al., 2015), glucose and lipid metabolism (Chu et al., 2014), and T-cell activation (Sun et al., 2014).

Our previous study has shown that Med23-deficient embryonic stem cells display enhanced neural differentiation (Zhu et al., 2015). However, the roles of Med23 in the nervous system remain unknown. Importantly, a missense mutation of Med23 has been reported in patients with intellectual disability and dysregulation of expression of immediate early gene JUN and FOS (Hashimoto et al., 2011; Trehan et al., 2015). In this study, we focused on adult hippocampal neurogenesis in order to explore possible roles of Med23 within the brain.

Adult neurogenesis in the mammalian brain has received increased attention in recent years, especially because of its potential roles in neurological and psychiatric disorders. The process of adult neurogenesis includes the proliferation and differentiation of neural stem cells (NSCs), neuronal survival and migration, and integration of newborn neurons into existing circuits (Zhao et al., 2008; Ming and Song, 2011). The subgranular zone (SGZ) in the dentate gyrus (DG) of the hippocampus is one of the active neurogenic niches of the adult brain (Morales and Mira, 2019). Impaired SGZ neurogenesis is associated with defective spatial learning and memory, and retrieval of contextual fear memory in mice (Zhang et al., 2013, 2014; Lieberwirth et al., 2016). It has also been reported that enhanced hippocampal neurogenesis is involved in mediating the antidepressant effects of fluoxetine and cognition in Alzheimer’s mouse model (Santarelli et al., 2003; Choi et al., 2018).

Here, we provide evidence that Med23 is involved in the regulation of adult hippocampal neurogenesis in mouse. Med23-deficient NSCs in the SGZ display faster self-renewal activity possibly by reducing cell cycle length, but neuroblasts, immature and mature new-born neurons are reduced. In addition, inducible Med23 conditional knockout (CKO) mice show defects in spatial and contextual fear memory. Gene ontology (GO) analysis of Med23-deficient NSCs reveals an enrichment in genes involved in cell proliferation, Pol II-associated transcription, Notch signaling pathway and apoptosis. Taken together, these results demonstrate that Med23 is an important regulator of adult brain functions.

## Materials and Methods

### Animals

To investigate the role of Med23 in adult hippocampal neurogenesis, we first generated Nestin-Cre^ER^:Med23^flox/+^ mice by crossing Nestin-Cre^ER^ (Imayoshi et al., 2008) with Med23^flox/flox^ mice with two LoxP sites flanking exons 5–7 of Med23 allele as described in our previous study (Chu et al., 2014). 

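Med23 lies on the forward strand of chromosome 10 of GRCm38, from 24869986 to 24913681, in the GENCODE M21 annotation. Its transcript with 29 exons has 4798 bases. Exon 5 runs from 24874570 to 24874681, exon 6 from 24875596 to 24875694 and exon 7 from 24876940 to 24877041. Exons 5 to 7 hold 313 bases, all of them coding, which is 6.52% of that transcript. Division of 313 coding bases by 3 leaves a remainder of 1, so the reading frame after exon 4 is not kept when these exons are removed.

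**Figure D1:**
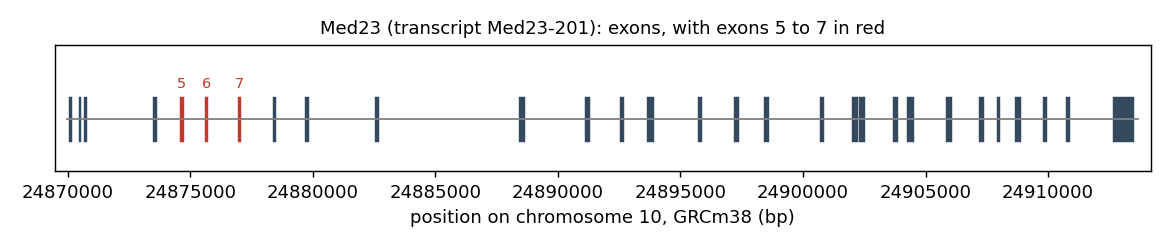
Exons of Med23 along chromosome 10 of GRCm38 (x axis, position in bp), drawn to scale from the transcript with 29 exons. Exons 5, 6 and 7 are in red and hold 313 of the 4798 bases of the transcript.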

Nestin-Cre^ER^:Med23^flox/+^ mice were further crossed with Med23^flox/flox^ mice to obtain Nestin-Cre^ER^:Med23^flox/flox^ (Med23 CKO) mice. Littermates with other genotypes (i.e., Med23^flox/+^ and Med23^flox/flox^) were used as controls, because they did not exhibit any detectable alterations in the SGZ (see below). To visualize Med23-deficient NSCs and its progeny *in vivo* using Rosa26-stop-YFP mice (Romer et al., 2011), Nestin-Cre^ER^:Med23^flox/flox^:Rosa26-stop-YFP (referred to as Med23 CKO:Rosa-YFP) mice were generated by crossing Nestin-Cre^ER^:Rosa26-stop-YFP:Med23^flox/+^ mice with Med23^flox/+^ mice; in this set of experiments littermates with the genotype of Nestin-Cre^ER^:Rosa26-YFP:Med23^+/+^ were used as controls, because they did not show any detectable alterations in the SGZ either. All animal experiments were carried out under the protocols approved by the Animal Care and Use Committees of Tongji University School of Medicine, China.

### Tamoxifen Administration

To activate Cre-mediated recombination, Tamoxifen (TAM; 200 mg/kg; Sigma) dissolved in corn oil solution (Sigma) was administered once daily by oral gavage for 5 consecutive days in adult (2 months) Med23 CKO mice. Littermate control mice received the same treatment. TM-treated mice were allowed to recover 3–4 weeks and then used in most experiments. In the experiment of hippocampal NSC culture, the TAM treatment were done at the age of one month.

### BrdU and EdU Administration

To observe the survival of newborn neurons, mice were treated with TAM as described above, followed by intraperitoneal (i.p.) injection of 5-bromo-2′-deoxyuridine (BrdU; 100 mg/kg; Sigma) the day after, daily for 3 consecutive days, and sacrificed 21 days later. To observe proliferation of NSCs in the SGZ, mice were injected with BrdU (50 mg/kg) four times with a 2 h interval in-between injections were sacrificed 2 h after the last injection. To analyze cell cycle length of NSCs, mice received a single injection of BrdU (50 mg/kg), and were sacrificed 30 min later for double immunostaining of BrdU and Ki67 as described previously (Qu et al., 2013).

To explore the length of the S-phase of NSCs, mice were first injected with 57.5 mg/kg of 5-ethynyl-2′-deoxyuridine (EdU; Life Technologies), followed by another single injection of 42.5 mg/kg BrdU 3 h later. Mice were sacrificed 45 min later for double staining of BrdU and EdU as described previously (Brandt et al., 2012).

### Immunostaining of BrdU, EdU, and Ki67

For BrdU detection, sections were incubated in 2N HCl for 25 min at 37°C prior to neutralization with 0.01 M sodium borate (pH 8.5) for 10 min. Sections were washed in phosphate-buffered saline (PBS) and incubated with mouse anti-BrdU (1:400; Calbiochem) at 4°C overnight. Then sections were incubated with biotinylated horse anti-mouse (1:500; Vector) for 3 h and finally with Cy3-conjugated streptavidin (1:1000; Sigma) for 1 h at room temperature (RT).

For double staining of BrdU and EdU, sections were processed for detection of BrdU first as described above, followed by EdU staining as follows: incubation of sections for 3 h at RT in PBS containing 1 mM CuSO4, 50 mM ascorbic acid and 10 μM fluorescent azide 488 (Salic and Mitchison, 2008).

For double staining of BrdU and Ki67, HCl/sodium borate-pretreated sections were incubated with a mixture of rat anti-BrdU (1:1000; Accurate) and rabbit anti-Ki67 (1:400; Leica), then with biotinylated horse anti-rat IgG (1:500; Vector) for 3 h, and finally with a mixture of Cy3-conjugated streptavidin (1:1000; Sigma) and 488-donkey anti-rabbit (1:500; Invitrogen) for 1 h at RT.

### Immunostaining, *in situ* Hybridization and TUNEL Staining

Under deep anesthesia with sodium pentobarbital (Merck), mice were transcardially perfused with 0.1 M PBS (pH 7.4) followed by 4% paraformaldehyde (PFA) in PBS. After cryoprotection with 30% sucrose in PBS, brains were cut into 30-μm-thick coronal sections on a cryostat, which were then treated with 0.01 M citrate buffer (pH 6.0) at 95°C for 7 min before incubating with the following primary antibodies for single or double immunostaining: rabbit anti-Ki67 (1:400; Leica), mouse anti-MCM2 (1:800; BD Pharmingen), goat anti-Sox2 (1:200; Santa Cruz), rabbit anti-glial fibrillary acidic protein (GFAP; 1:1000; DAKO), goat anti-doublecortin (DCX; 1:400; Santa Cruz), goat anti-NeuroD (1:400; Santa Cruz), rabbit anti-GFP (1:1000; Life Tech), mouse anti-NeuN (1:1000; Millipore) or rabbit anti-cleaved caspse3 (1:1000; Abcam). Sections were washed in PBS and incubated with appropriate secondary antibodies: biotinylated horse anti-goat IgG (1:500; Vector), 488-donkey anti-rabbit (1:500; Invitrogen), biotinylated goat anti-rabbit (1:500; Vector), biotinylated horse anti-mouse (1:500; Vector) or 488-donkey anti-rabbit (1:500; Invitrogen) at RT for 3 h. For biotinylated secondary antibodies, sections were washed in PBS and incubated with Cy3-conjugated streptavidin (1:1000; Sigma) for 1 h at RT. In addition, *in situ* hybridization of Tbr2 was performed in brain slice as described previously (Pruski et al., 2019), the sequence of primers for making RNA probe of Tbr2 were: Forward, 5′-TTATCAGAGGAAGATGGCAGC-3′; Reverse, 5′-AGAGCCCACTGTTAACTCAAGG-3′. TUNEL staining was performed in cultured NSCs and brain slice as described previously (Ding et al., 2003; Yang et al., 2018; Pruski et al., 2019).

### Western Blotting

Hippocampal tissues were homogenized in RIPA lysis buffer as described previously (Yang et al., 2018). After SDS-PAGE and protein transfer, membranes were incubated with following primary antibodies: rabbit anti-DRIP130 (1:2000; Abcam) and mouse anti-β-actin (1:5000; Sigma) overnight at 4°C, followed by incubation with HRP-conjugated anti-rabbit or anti-mouse IgG (1:2000; Proteintech) for 1 h at RT. Antibodies were visualized using an ECL kit (Thermo Fisher Scientific).

### Stereotactic Injections

After anesthetizing with 10% chloral hydrate (0.4 ml/100 g body weight), mice were stereotactically injected with 1 μl of retrovirus expressing GFP (pRov-U6-shRNA-EF1a-EGFP) into the DG. Coordinates from the Bregma were (in mm): −1.94 anterior/posterior ± 1.25 medial/lateral, and −2.0 dorsal/ventral from the dura mater. Twenty-one days later, animals were perfused as described above. Dendritic lengths and branch points of EGFP-labeled newborn neurons in the SGZ were traced with ImageJ and analyzed.

### Hippocampal NSC Culture

Primary NSC cultures were prepared from the hippocampus of 2-month-old Med23 CKO and littermate control mice as described previously with some modifications (Brewer and Torricelli, 2007). Briefly, under anesthesia with chloral hydrate, the hippocampus was removed and dissected in HABG, which contained B27 (1×; Invitrogen), Glutamax (0.25×; Invitrogen), and HA (1×; GIBCO). Hippocampal tissues were digested in 0.025% Trypsin-EDTA (1×; GIBCO) for 15 min at 37°C, then DMEM + 10% FBS was added to terminate the reaction before centrifuging at 800 rpm for 15 min, and the tissue was finally dissociated into a single-cell suspension by mechanical disruption. The single-cell suspension was grown in Neurobasal-A Medium (1×; GIBCO), supplemented with B27-A (1×; Invitrogen), L-glutamine (1×; Invitrogen), FGF (20 ng/ml; Invitrogen), EGF (20 ng/ml; Invitrogen), N2 (1×; Invitrogen), and gentamicin (0.01 mg/ml; Invitrogen). The desired cells were incubated at 37°C in 5% CO_2_ for 8 days until primary neurospheres were formed. Primary neurospheres were mechanically dissociated into single cells and incubated for 5–6 days to allow secondary neurosphere formation. The sizes through measuring the length of primary and secondary neurospheres were recorded under a microscope (Nikon). Finally, primary neurospheres were harvested for quantitative real-time RT-PCR (qRT-PCR) (see below).

To evaluate the proportion of dividing cells in the neurospheres, primary neurospheres were treated with 10 μM BrdU for 4 h and then subjected to immunostaining of BrdU as mentioned above.

### RNA Extraction and qRT-PCR

Analyses were conducted with RNA extracts from primary neurospheres from Med23 CKO and control mice, harvested after 8 days of incubation. Total RNA was extracted as per Trizol (Life Technologies) protocol. cDNA was generated with iScript^TM^ cDNA Synthesis Kit (Bio-Rad). qRT-PCR was performed using the ABI Prism 7500 Sequence Detector System. Primer sequences are as follows: β-actin (Forward: 5′-GGCTGTATTCCCCTC CATCG-3′; Reverse: 5′-CCAGTTGGTAACAATGCCATGT-3′), Med23 (Forward: 5′-AGGAGTGGATTACAAGGGTG-3′; Reverse: 5′-TAGGCAGGCATTTCGTTC-3′).

### RNA-Sequencing and Data Analysis

An RNA-sequencing (RNA-seq) library was prepared from 8-day cultured primary neurospheres using NEBNext^®^ Ultra^TM^ RNA Library Prep Kit for Illumina (E7530) following the manufacturer’s instructions, and all libraries were sequenced using the Illumina HiSeq platform. Raw.fastq files were analyzed using FastQC, and adapter removal was performed using cutadapt1.12. Reads were aligned to mouse genome assembly mm 10 using Tophat (Trapnell et al., 2009) with default parameters. Differential expression analysis was performed using Cuffdiff (Trapnell et al., 2012) and FPKM was calculated. GO analysis of differentially expressed genes was carried out using DAVID online tools^1^.

### Behavioral Tests

Adult male mice (3–4 months old) were used in behavioral tests, and in the other experiments mice with either of sex were used. The experiments were performed during 9:00 a.m. to 5:00 p.m., and animal behaviors were videotaped. Mice were habituated in the test room for over 30 min before behavioral experiments. Ethanol (75%) was used to clean arenas and objects between trials to remove excrements and odors for the following behavioral test (except forced swimming and tail suspension test). All behavioral tests were performed by a trained person who was blind to the genotypes.

#### Morris Water Maze

The Morris water maze was used to examine spatial memory (Vorhees and Williams, 2006). The apparatus contained two parts: a circle tank (120-cm diameter) and a hidden platform (10-cm diameter) submerged 1–2 cm below the surface of the opaque water (24–26°C). Mice movements were monitored and analyzed using EthoVision (8.0). In the spatial learning phase, mice were trained for four trials per day for 6 days at intertrial intervals of 40–50 min to discover the escape platform. The escape latencies of four trials per day were averaged for each animal. To test spatial memory, the hidden platform was removed and mice were subjected to retention tests 1 day after the spatial learning task. Memory retrieval was measured by quantifying the time spent in the target quadrant, the time taken to first cross the platform location, and the number of platform location crossings in a 1-min trial. Swim velocity was also measured during both the spatial learning and memory retrieval tasks.

#### Contextual Fear Conditioning

This test was used to assess contextual fear memory in mice, performed as described previously (Dai et al., 2008; Hu et al., 2014). In brief, mice freely explored the box for 10 min before the test, prior to being placed back in their home cage. About 1 h later, mice were placed in the box and given 5 foot shocks (1.2 mA, 2 s duration) at 2-min intervals to learning contextual fear memory. To study retrieval of contextual fear memory, mice were placed in the conditioned fear context for 11 min to observe the percentage of freezing without any foot shock at 30 min, on day 1 and day 7.

#### Novel Object Recognition Test

This test was conducted in a black sound-proof chamber, containing a Plexiglas box (25 × 25 × 25 cm) and camera. The task procedure was described previously (Wang et al., 2007; Botton et al., 2010). In brief, the procedure consisted of three phases: habituation, familiarization, and test phase. In the habituation phase, the mouse was placed into the box without any object and allowed to explore for 10 min on day 1. During familiarization, two identical sample objects (A + A) were placed into opposite corners of the box approximately 8 cm from the walls. A single mouse was placed into the box facing away from the objects and allowed to explore for 10 min on day 2. During the test phase, mouse was returned to the box which contained the location of novel (B) versus familiar object (A) about 1 h later, and allowed to explore for 5 min. Exploration was defined by directing the nose to the object at a distance of no more than 2 cm and/or touching the object with the nose or forepaw. During the test phase, a recognition index for each mouse was expressed by TN/(TN + TF) ratio (TF = time spent exploring familiar object; TN = time spent exploring novel object).

### Cell Count and Statistical Analysis

Positive cells were counted in every 7th sections in the DG from anterior to posterior, expressed as count per mm^3^, by a trained observer who was blind to genotypes. All samples showed normal distribution examined by OriginPro9.1, and unpaired Student’s *t*-test was performed using GraphPad Prism 5. Date are expressed as mean ± SEM, and *p*-values < 0.05 were considered to be statistically significant.

## Results

### Increased Number of Proliferating NSCs in Med23 CKO Mice

To examine whether hippocampal NSCs are affected by the inactivation of Med23, we first performed BrdU pulse-labeling (Figure 1A) and quantified BrdU^+^ cells in the SGZ as reported in our previous study (Song et al., 2016). Deletion of Med23 was confirmed by western blot of hippocampal tissues of Med23 CKO mice (Figure 1B), and by qRT-PCR analysis of Med23 transcript of neurospheres prepared from Med23 CKO mice (Figure 1C). Quantification of BrdU^+^ cells in the DG showed a significant increase in Med23 CKO mice compared with controls (Figure 1D). In addition, cell cycle markers Ki67 (Figure 1E) and MCM2 (Figure 1F) were also significantly increased in the SGZ of Med23 CKO mice compared with controls. We next examined the population of GFAP^+^/Sox2^+^ cells, which represent quiescent and active NSCs, and found no significant changes between control and Med23 CKO mice (Figure 1G). The proliferating cells in the SGZ also include progenitors that express Tbr2 (Kalamakis et al., 2019; Morales and Mira, 2019) and there was no obvious alteration in the number of Tbr2^+^ cells in the SGZ (Figure 1H). Taken together, although the whole population of NSCs is not changed the active NSCs is likely to be increased in the SGZ of adult Med23 CKO mice.

**FIGURE 1:**
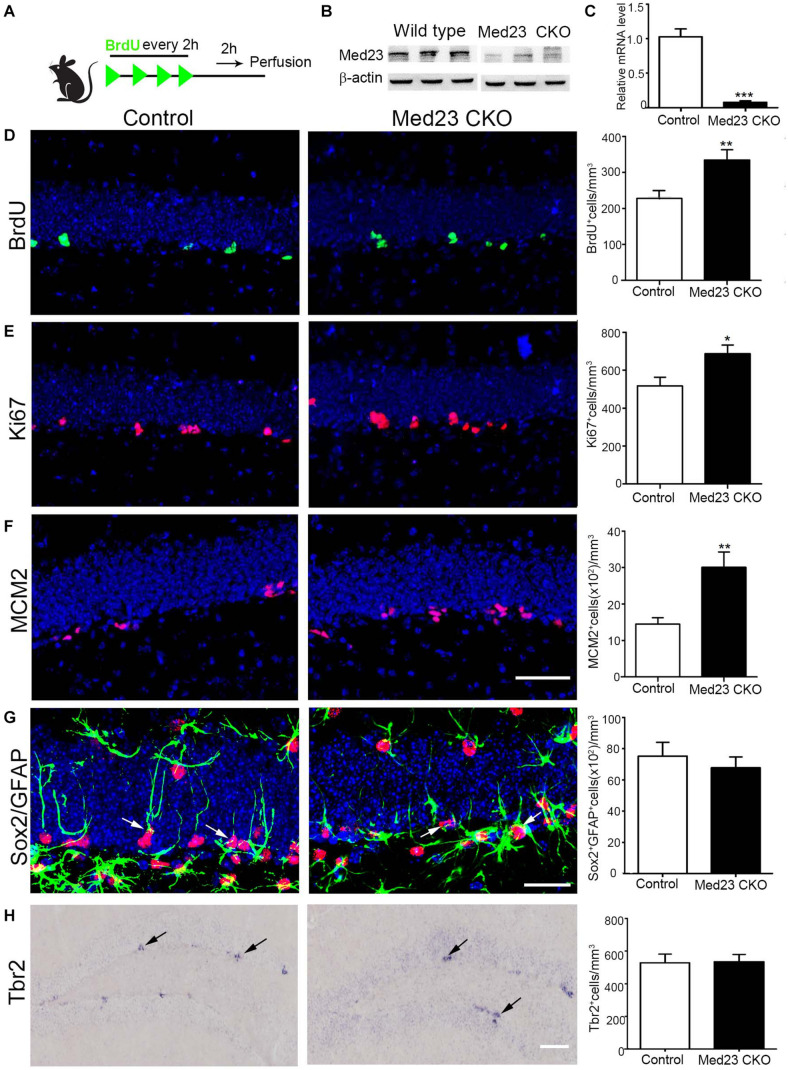
Increased proliferation of Med23-deficient hippocampal NSCs *in vivo*. **(A)** Schematic representation of BrdU injection. **(B)** Western blot of hippocampal tissues of Med23 CKO mice relative to wild type littermates. *N* = 3 for each. **(C)** qPCR data showing the Med23 mRNA levels in the primary neurospheres of control and Med23 CKO. Neurospheres from six control and three Med23CKO mice was included. **(D)** Distribution and quantification of BrdU^+^ cells in the SGZ of control and Med23 CKO. Seven control mice and six Med23 CKO mice were included. **(E)** Distribution and quantification of Ki67^+^ cells in the SGZ of control and Med23 CKO mice. *N* = 8 mice in control and seven mice in Med23 CKO groups. **(F)** Distribution and quantification of MCM2^+^ cells in the SGZ of control and Med23 CKO mice. *N* = 5 mice in each group. Scale bar = 50 μm **(D–F)**. **(G)** Distribution and quantification of Sox2^+^/GFAP^+^ cells (arrows) in the SGZ of control and Med23 CKO. *N* = 5 mice in control and six mice Med23 CKO groups. Scale bar = 25 μm. **(H)** Distribution and quantification of Tbr2^+^ cells (arrows) in the SGZ of control and Med23 CKO mice. *N* = 4 mice in each group. Scale bar = 100 μm. Data are plotted as the mean ± SEM. Student *t*-test, *p < 0.05, **p < 0.01, ***p < 0.001.

To further confirm this observation, we isolated hippocampal NSCs from Med23 CKO and control mice and cultured them for 8 days until primary neurospheres were formed. The size of primary neurospheres was significantly increased in cultures from Med23 CKO mice relative to controls (Figure 2A). Next, the primary neurospheres were dissociated into single cells and cultured to form secondary neurosphere. The size of secondary neurospheres was also larger in Med23-deficient NSCs than in control NSCs (Figure 2B). Primary neurospheres were treated with BrdU for 4 h and the proliferation of cultured NSCs was monitored by BrdU-labeling. The percentage of BrdU^+^ cells in the total cell population was significantly increased in Med23-deficient NSCs compared with control cells (Figure 2C). Taken together, these results suggest that the self-renewal of hippocampal NSCs is enhanced in the absence of Med23.

**FIGURE 2:**
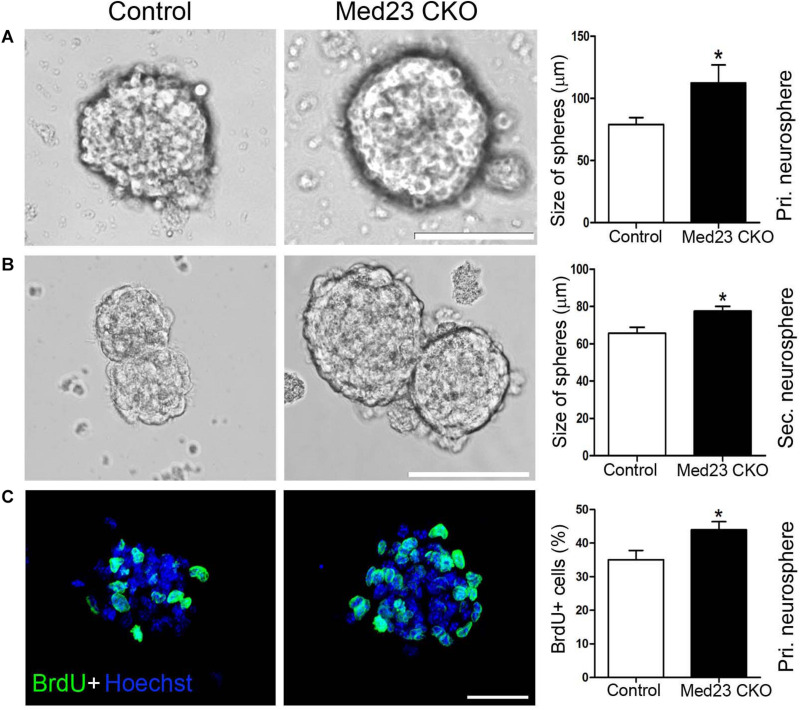
Increased proliferation of Med23-deficient NSCs *in vitro.* **(A,B)** Primary and secondary neurospheres cultured from NSCs of control and Med23 CKO mice. About 11 primary neurospheres were obtained from each mice, and a total of eight mice were used in each group. For the analysis of secondary neurospheres, eight neurospheres were included from each mouse and eight mice were used in each group. Scale bars = 100 μm. **(C)** Immunostaining of BrdU in primary neurospheres from control and Med23 CKO mice, and comparison of percentages of BrdU^+^ cells in the total cell population. About six neurospheres were included from each mouse, and five mice were used in each group. Scale bar = 25 μm. Data are plotted as the mean ± SEM. Student *t*-test, *p < 0.05.

### Reduced Cell Cycle Length of NSCs in Med23 CKO Mice

There are several possibilities that may underlie the phenotype of increased NSC proliferation, such as enhanced cell cycle entry via recruitment of previously quiescent stem cells, reduced cell cycle exit, or modification of cell cycle length (Fischer et al., 2014). To investigate the increased NSC proliferation in more detail, we first performed double immunostaining of BrdU and Ki67 to estimate cell cycle length. Following BrdU injection (Figure 3A), we calculated the labeling index by the ratio of BrdU^+^/Ki67^+^ cells in the total of Ki67^+^ cells as described previously (Chenn and Walsh, 2002; Qu et al., 2013). This labeling index provides an estimation of cell cycle length, in that a higher index represents a shorter cell cycle and vice versa. The index was 47.7 and 39.5% in Med23 CKO and control mice, respectively, showing that cell cycle length of hippocampal NSCs is shortened in the absence of Med23 (Figures 3B,C). As the shortened cell cycle length of NSCs may be due to changes of S-phase in relation to the total cell cycle length, we next injected EdU and BrdU in a 3-h interval (Figure 3D) to estimate S-phase by calculation of 3(h) × EdU^+^/EdU^+^BrdU^–^ cells (Brandt et al., 2012). It showed that the length of S phase in hippocampal NSCs was 9.37 h in Med23 CKO mice, thus being significantly shorter than in controls (12.29 h) (Figures 3E,F). These results suggest that the reduction of cell cycle length may contribute to the increased proliferation of NSCs in the SGZ of Med23 CKO mice.

**FIGURE 3:**
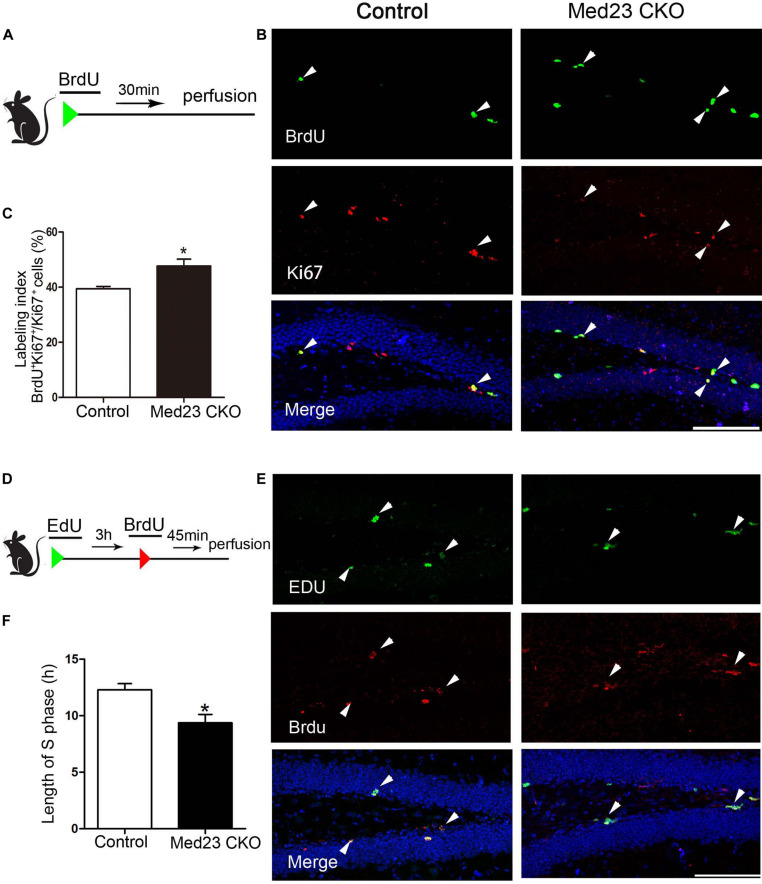
Loss of Med23 affects cell cycle progression of NSCs in the SGZ of adult mice. **(A)** Schematic representation of BrdU injection. **(B)** Double immunostaining of BrdU (green) and Ki67 (red) in BrdU-injected mice. Triangles point to BrdU^+^/Ki67^+^ cells. Hoechst (blue) was used for counterstaining. Scale bar = 100 μm. **(C)** Percentage of BrdU^+^/Ki67^+^ cells in the total of Ki67^+^ cells (labeling index) is significantly increased in Med23 CKO mice compared with controls. *N* = 5 mice in control and 4 in Med23 CKO groups. **(D)** Schematic representation of EdU and BrdU injection. **(E)** Double staining of EdU (green) and BrdU (red) in the SGZ. Triangles point to BrdU^+^/EdU^+^ cells. Hoechst (blue) was used for counterstaining. Scale bar = 100 μm. **(F)** The length of S-phase of NSCs is shorter in Med23 CKO than controls. *N* = 3 in control and 4 in Med23 CKO groups. Data are plotted as the mean ± SEM. Student *t*-test, *p < 0.05.

### Reduction of Neuroblasts, and Immature and Mature Newborn Neurons in the Hippocampus of Med23 CKO Mice

Given our finding of the increased proliferation of Med23 CKO NSCs both *in vivo* and *in vitro*, we were prompted to examine how neurogenesis is changed in Med23 CKO mice by the examination of molecular markers expressed in different stages of hippocampal neurogenesis (Duan et al., 2008; Zhao et al., 2008; Ming and Song, 2011). TAM was administered at the age of 2 months and sacrificed 4 weeks after the first TAM treatment (Figure 4A). NeuroD mainly expressed by neuroblasts and there was a significant reduction in NeuroD^+^ cells in Med23 CKO mice compared with controls (Figure 4B). In addition, DCX expressed by neuroblasts and immature neurons also displayed a reduction in cell number in Med23 CKO mice (Figure 4C). Thus, although the proliferation of hippocampal NSCs is enhanced, differentiating newborn neurons are reduced in the hippocampus of Med23 CKO mice.

**FIGURE 4:**
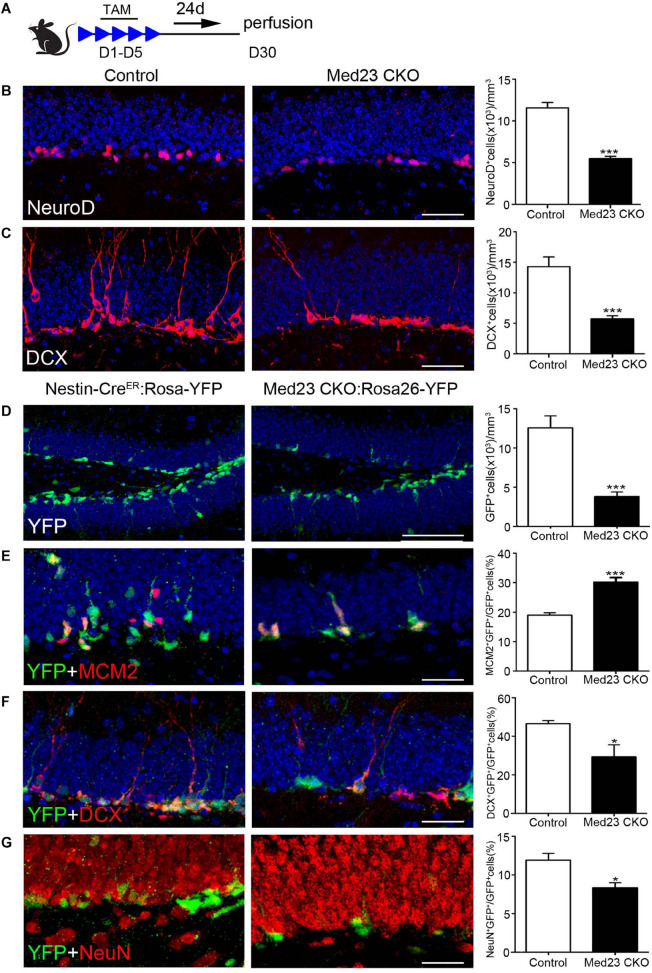
Med23 deficiency results in a reduction of neuroblasts and immature newborn neurons in the SGZ. **(A)** Schematic representation of TAM treatment. **(B,C)** Distribution and quantification of NeuroD^+^ and DCX^+^ cells in the SGZ of Med23 CKO mice compared with controls. *N* = 6 in control and 4 in Med23 CKO groups **(B)** and *n* = 5 in each group **(C)**. **(D–G)** Distribution and quantification of YFP-expressing cells (green, **D**), and its combination with MCM2 (red, **E**), DCX (red, **F**), and NeuN (red, **G**) in the SGZ of Med23 CKO:Rosa26-YFP mice and control Nestin-Cre^ER^:Rosa26-YFP with Med23^+/+^ genotype. *N* = 5 mice in each group **(D)**; *n* = 4 mice in control and 3 mice in Med23 CKO groups **(E–G)**. Scale bars = 25 μm. Data are plotted as the mean ± SEM. Student *t*-test, *p < 0.05, ***p < 0.001.

To further confirm this, we generated Med23 CKO:Rosa26-YFP mice, in which YFP is expressed in Nestin^+^ NSCs and their progeny, including differentiating newborn and mature neurons. We found that YFP^+^ cells were significantly decreased in number in the SGZ of Med23 CKO:Rosa26-YFP mice relative to Nestin-Cre^ER^:Rosa26-YFP mice (Figure 4D); the Nestin-Cre^ER^:Rosa26-YFP mice with Med23^+/+^ genotype showed no obvious changes in the number of BrdU^+^, Ki67^+^, MCM2^+^, or DCX^+^ cells relative to control mice and used as control mice here. However, the percentage of cells expressing YFP^+^/MCM2^+^ in YFP^+^ cells was increased in CKO mice relative to controls (Figure 4E), which is consistent with the increase of NSCs as described above. Thus, the decrease in YFP^+^ cell number is likely caused by a reduction in the number of differentiating and/or mature newborn neurons. Indeed, the percentage of YFP^+^/DCX^+^ cells in YFP^+^ cells was reduced in Med23 CKO mice compared with controls (Figure 4F). To explore how many of the YFP^+^ cells were differentiated neurons, we performed NeuN immunostaining. It showed that some YFP^+^ cells expressed NeuN in both control and CKO mice, but it is percentage of YFP^+^/NeuN^+^ cells in YFP^+^ cells was significantly reduced in Med23 CKO mice (Figure 4G). Noted that no significant differences in the proportion of YFP^–^/MCM2^+^ cells in the total of MCM2^+^ or YFP^–^/DCX^+^ cells in the population of DCX^+^ cells were detected between the two groups. There results demonstrate that the neurogenesis is impaired in the SGZ of Med23 CKO mice.

In addition, BrdU was administered in 2 month-old mice, and BrdU-labeled newborn neurons were examined 3 weeks later (Figure 5A) by double immunostaining of BrdU with NeuN (Figure 5B). Quantitative analysis revealed that the number of BrdU^+^ cells (Figure 5C) and BrdU^+^/NeuN^+^ neurons (Figure 5C) were significantly decreased in the SGZ of Med23 CKO mice compared with controls. Consistent with the reduction of GFP^+^/NeuN^+^ neurons mentioned above, mature new-born neurons are reduced in the DG of Med23 CKO mice, which is likely to be a consequence of the reduction of neuroblasts and immature neurons. In support of this, TUNEL staining and cleaved caspse3 immunostaining did not detect positive signals in the DG of both control and Med23 CKO.

**FIGURE 5:**
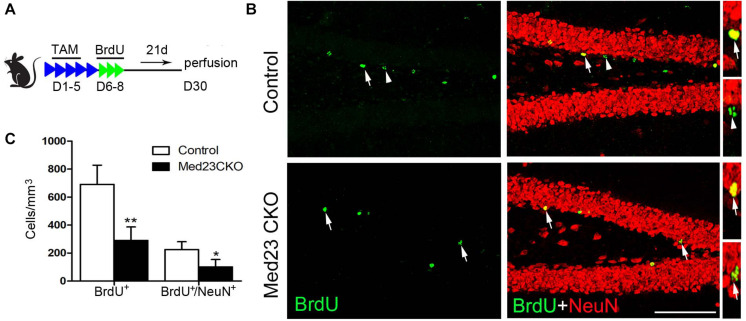
Mature new-born neurons is also reduced in Med23 CKO mice. **(A)** Schematic representation of TAM treatment and BrdU injection protocol for the examination of newborn neuron survival. **(B)** Double immunostaining of BrdU (green) and NeuN (red). Arrows point to BrdU/NeuN-double positive cells and triangles point to cells labeled with BrdU only. Scale bar = 100 μm. **(C)** Quantification data show that the numbers of BrdU-single and BrdU/NeuN-double positive cells are significantly reduced in Med23 CKO mice compared with controls. *N* = 5 in each group. Data are plotted as the mean ± SEM. Student *t*-test, *p < 0.05, **p < 0.01.

### Defective Dendritic Arborization of Newborn Neurons in Med23 CKO Mice

We next examined dendritic morphogenesis of the surviving newborn neurons in Med23 CKO mice. To this end, we stereotactically injected GFP-expressing retrovirus infecting dividing cells into the DG, and examined dendritic tree of newborn neurons 3 weeks later. Sparse labeling of newborn neurons allowed us to clearly visualize and quantify the dendritic arborization of individual newborn neurons. Dendritic length of GFP-labeled neurons was reduced (Figure 6A) and dendrites were less branched in Med23 CKO mice relative to controls (Figure 6B). These findings are consistent with DCX immunostainings in which we observed many fewer dendrites in DCX^+^ neuroblasts in the SGZ of Med23 CKO mice compared with controls (Figure 4C). Thus, the loss of Med23 leads to aberrant dendritic morphogenesis of newborn neurons in the SGZ.

**FIGURE 6:**
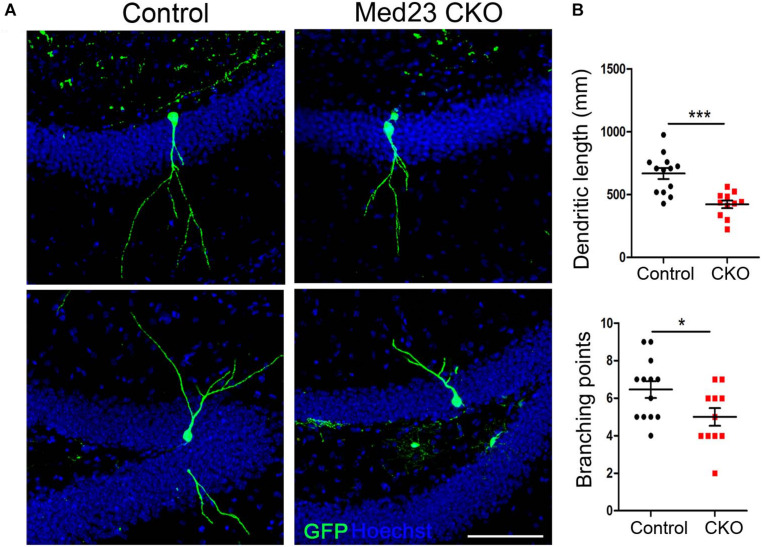
Aberrant dendritic morphogenesis of newborn neurons in Med23 CKO mice. GFP-encoding retrovirus was injected into the dentate gyrus and analyzed 3 weeks later. **(A)** Representative confocal images showing dendrites of newborn neurons in the SGZ of Med23 CKO and control mice. Hoechst (blue) was used as counterstaining. Scale bar = 100 μm. **(B)** Quantification of the total dendritic length and total branching points of GFP^+^ newborn neurons. A total of 13 neurons from 3 control and 11 neurons from 3 Med23CKO mice were included. Data are plotted as the mean ± SEM. Student *t*-test, *p < 0.05, ***p < 0.001.

### Defective Spatial Memory and Contextual Fear Memory in Med23 CKO Mice

The Morris water maze was used to investigate hippocampus-dependent spatial learning and memory. Spontaneous locomotor activity was examined in the open field test first, and no differences were observed in traveled distance or velocity between the two groups (data not shown). In the training phase of Morris water maze, the learning curves shown by escape latencies in finding the platform over a 6-day training was comparable, although the latency was significantly increased in Med23 CKO mice as compared with controls on day 4 (Figure 7A). One day after the 6-day training, we examined the retrieval of spatial memory in the absence of the platform. Med23 CKO mice required significantly more time to locate the platform (Figure 7B), spent less time in the platform zone (Figure 7C) and had a reduced frequency of crossing the platform in the probe test compared with control mice (Figure 7D). It should be noted that Med 23 CKO and control mice showed similar velocity during the training and probe test. Thus, a deficiency in spatial memory was observed in Med23 CKO mice.

**FIGURE 7:**
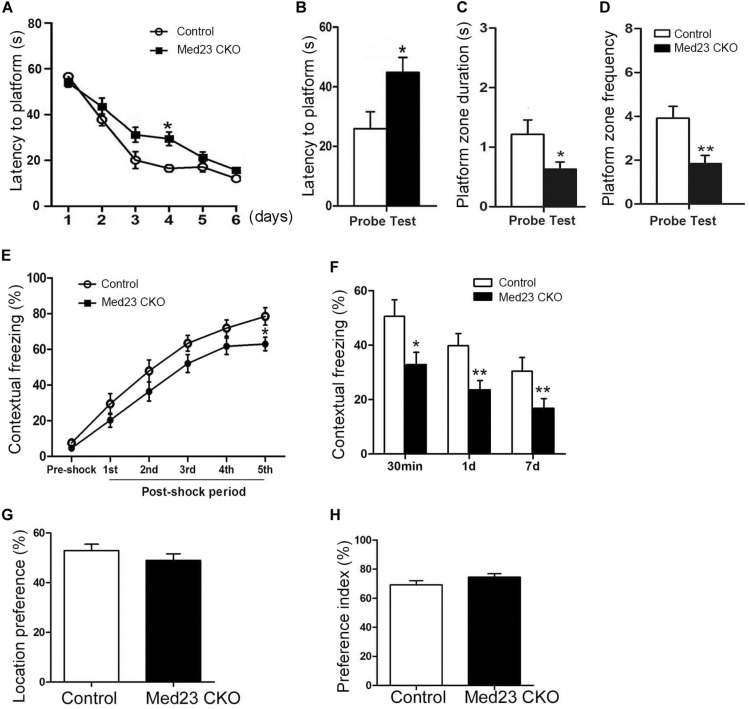
Defective spatial memory and contextual fear memory in Med23 CKO mice. **(A–D)** Morris water maze test. Learning curve of Med23 CKO mice is similar to that of control mice in the probe training except at day 4 **(A)**, but in the probe test Med23 CKO mice show longer latency to platform **(B)**, less time spent in the platform zone **(C)**, and reduced frequency of crossing the platform **(D)** compared with controls. **(E,F)** Contextual fear memory test. Foot shocks provoke a significant decrease in freezing behavior at 5th shock in Med23 CKO mice during conditioning period **(E)**, and Med23 CKO mice also display reduced freezing behavior in the retrieval of contextual fear memory at all time points post conditioning compared with control mice **(F)**. **(G,H)** In the novel object recognition test, no differences in location index **(G)** and recognition index **(H)** are detected between Med23 CKO and control mice. *N* = 12 mice in control and 13 mice in Med23 CKO groups **(A–F)**; *n* = 7 mice in control and 8 in Med23 CKO groups **(G,H)**. Data are plotted as the mean ± SEM. Student *t*-test, *p < 0.05, **p < 0.01.

Adult hippocampal neurogenesis has been shown to be implicated in contextual fear memory (Antunes and Biala, 2012). To explore whether the acquisition and retrieval of the fear memory was changed in Med23 CKO mice, we conducted a contextual fear test as described in our previous studies (Dai et al., 2008; Song et al., 2016). Contextual fear conditioning was tested using foot shocks, and the freezing behavior was measured as the percentage of time spent in freezing during the conditioning and retrieval periods. Interestingly, the freezing behavior was not different during the initial four post-shock intervals, but significantly decreased after the final foot shock in Med23 CKO mice relative to controls (Figure 7E), suggesting a mild impairment in the acquisition of contextual fear memory. When placed back into the conditioned surrounding in the absence of foot shocks, Med23 CKO mice showed less freezing behavior at 30 min, day 1 and day 7 (Figure 7F) post freezing conditioning compared with control mice. The learning and retrieval of contextual fear memory is defective in Med23 CKO mice.

As the above results reflect the possibility that spatial memory and contextual fear memory are impaired in the absence of Med23, we then performed a novel object recognition test to evaluate object recognition memory between two groups. Firstly, we identified no differences in the location index between Med23 CKO and control mice (Figure 7G). We then measured cognitive function using a preference index as described previously (Wang et al., 2007). Both mice showed a preference to the novel object, and no differences in preference index were observed between Med23 CKO and control mice (Figure 7H), suggesting that Med23-deficient may not affect recognitive memory.

### Transcript Profiling of Med23-Deficient NSCs

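Primary neurospheres were grown from the hippocampus of single mice for 8 days, and their RNA was sequenced on the Illumina HiSeq platform. The deposited table holds 7 libraries, from 4 control mice (labelled WT_215, WT_116, WT_213 and WT_220) and 3 Med23 CKO mice (labelled KO_117, KO_214 and KO_218). The paper gives n = 3 in each group, and its text does not name which control mice were used, so all 7 libraries are reported. The mice received tamoxifen at 200 mg/kg daily for 5 days, which activates the Cre recombinase. The paper's methods place this treatment at the age of 1 month for cultures, whereas the sample labels give 2 months. The authors aligned the reads to mm10 with Tophat and calculated FPKM (fragments normalized to the length of the transcript and the number of mapped fragments) with Cuffdiff. Read counts were not used here, and the low FPKM values fell on no steps that would give whole fragments: the fullest bin of 0.05 log2 held at most 3.58% of the low genes of any of 21 pairs of libraries. The depth of each library is therefore unknown. Among 24346 genes, between 16841 and 18113 had a value above 0 in a library. The 10 genes with the highest FPKM held 12.2% of the summed FPKM in Med23 CKO mouse KO_214 and between 5.12% and 8.61% in the other libraries. No 2 libraries held the same values, with correlations of log2(FPKM + 1) between 0.788 and 0.979. Genes with a mean FPKM of at least 0.5 over the 7 libraries, 14151 in all, were compared between 3 Med23 CKO and 4 control libraries on log2(FPKM + 1) with limma's moderated test, with the trend of variance with expression and Benjamini-Hochberg adjustment. Fold changes are on this scale, which understates the change of low genes. Med23 itself had 11.4, 10.3, 12.9 and 10.1 FPKM in control mice WT_215, WT_116, WT_213 and WT_220, and 9.97, 9.27 and 8.12 FPKM in Med23 CKO mice KO_117, KO_214 and KO_218. Every Med23 CKO value was below every control value, with a log2 fold change of -0.26 (standard error 0.18, exact permutation test over the 35 splits of the libraries, two-sided, p = 0.0571). FPKM covers the whole gene, including the exons outside the deleted ones. With array weights in limma, the alternative that moved it most, the log2 fold change of Med23 was -0.43.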

To explore possible cues for future exploring mechanisms underlying the increased number of NSCs and reduced survival of newborn neurons in the SGZ of Med23-deficient mice, we performed transcriptome profiling and analyzed global gene expression patterns of primary neurospheres from Med23 CKO and control mice (Figure 8A, GSE152113). We detected genes that were upregulated (667 genes) or downregulated (196 genes) in Med23-deficient NSCs relative to controls (−log10 *p* < 0.05, Figure 8B). 

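Of the 14151 genes tested, 71 were higher and 141 lower in Med23 CKO at an unadjusted p under 0.05, and 0 genes were higher and 0 lower at an adjusted p under 0.05 from limma. With array weights, the alternative that moved the lower count most, 193 genes were higher and 887 lower at an unadjusted p under 0.05, and without mouse KO_117, which moved the higher count most, 362 were higher and 410 lower. Without mouse KO_218, the balance turned, with 139 higher and 71 lower. The authors' deposited table calls 667 genes higher and 196 lower at a p under 0.05. At a q under 0.05, the authors' deposited table calls 89 genes higher and 30 lower. For 24340 of 24346 genes, the control mean in the authors' deposited table was the mean of the 4 control libraries. Of the 667 genes called higher, 640 were among the genes tested here, 640 were higher in Med23 CKO and 38 had an unadjusted p under 0.05. Of the 196 called lower, 184 were tested, 184 were lower and 78 had an unadjusted p under 0.05. The highest of the 7 values was in Med23 CKO mouse KO_214 for 606 of the 667 genes called higher, in mouse KO_117 for 55 and in mouse KO_218 for 6. The median log2 fold change of these 667 genes was 0.65 over all libraries, -0.10 without mouse KO_214, 1.17 without mouse KO_117 and 0.83 without mouse KO_218. The median of the 196 genes called lower was -0.87, and stayed between -1.08 and -0.76 with each library left out in turn. All 3 Med23 CKO values lay above all 4 control values for 34 of the 640 genes (5.31%), and below them for 50 of the 184 (27.2%), where grouping at random gives 2.86% in each direction. These genes were called on the same libraries, and over all 14151 genes tested the shares were 0.784% above and 1.53% below. Among genes with such separated groups, the smallest p on the higher side was that of 2610203C22Rik and on the lower side that of Zcchc12. Zcchc12, on chromosome X of GRCm38 from 36195904 to 36199164, had 21.2 ± 8.07 FPKM (SD, n = 4) in control and 3.23 ± 0.565 FPKM (SD, n = 3) in Med23 CKO, a log2 fold change of -2.31 (standard error 0.34). Next to it on the lower side were Wnt7b, Chn2 (log2 fold change -1.64), Tesc (-1.29) and Gad1 (-1.32). On the higher side, the 5 genes with the smallest p among those with separated groups were 2610203C22Rik (log2 fold change 0.98), Mlc1 (0.97), Jag1, Susd5 (0.73) and Cbs (1.10).

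**Figure D2:**
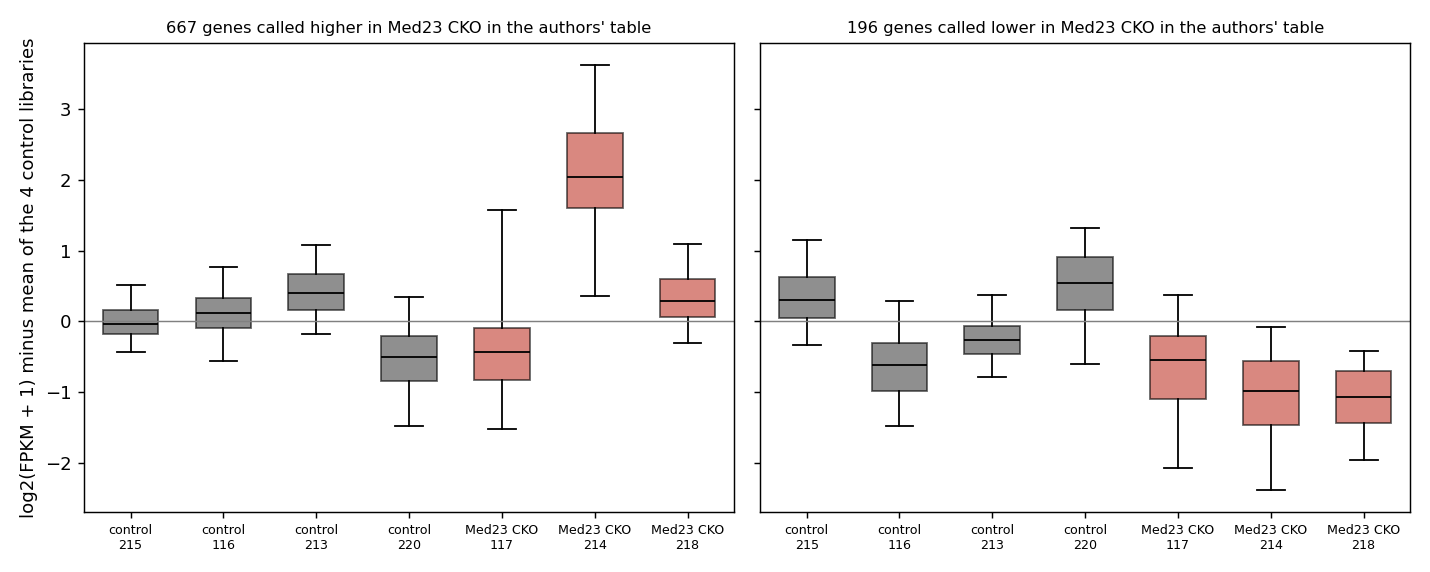
Values of each library relative to the control mean (y axis, log2(FPKM + 1) minus the mean of the 4 control libraries) for the 667 genes called higher (left) and the 196 called lower (right) in the authors' deposited table. Boxes give the median and quartiles over genes and whiskers the 5th and 95th percentiles. The medians of the genes called higher are 2.04 in Med23 CKO mouse KO_214, -0.43 in mouse KO_117 and 0.29 in mouse KO_218.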

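The 18 genes named as upregulated for cell proliferation, Notch signaling and apoptotic processes are Sat1, Tnf, Igf1, Cd37, Ereg, Dll4, Heyl, Psen2, Tgfbr2, Notch4, Foxc1, Tspo, Cyp1b1, Ptgs2, Mmp9, Tlr4, Tgfb1 and Casp1. Their mean log2(FPKM + 1) was 1.96, 2.37, 2.65 and 1.36 in control mice WT_215, WT_116, WT_213 and WT_220, and 1.47, 4.31 and 2.54 in Med23 CKO mice KO_117, KO_214 and KO_218. Their median log2 fold change was 0.66 (exact permutation test of the mean, two-sided, p = 0.457), and ranged from -0.05 without Med23 CKO mouse KO_214 to 1.34 without mouse KO_117. Of the 17 genes that could be tested, 17 had a higher mean in Med23 CKO and 0 had an unadjusted p under 0.05, so that adjustment over the list alone gave 0 genes too. For each of the 17, the Med23 CKO and control values overlapped. Tnf had 1.27, 0.751, 1.79 and 0.327 FPKM in control mice WT_215, WT_116, WT_213 and WT_220 and 0.287, 15.2 and 0.938 FPKM in Med23 CKO mice KO_117, KO_214 and KO_218, a log2 fold change of 0.81 (standard error 0.82) that was -0.31 without mouse KO_214. Igf1 had 4.79 ± 3.08 FPKM (SD, n = 4) in control, and 1.13, 33.2 and 10.4 FPKM in Med23 CKO mice KO_117, KO_214 and KO_218. Mmp9 had between 0.121 and 0.586 FPKM in control, and 0.126, 6.80 and 0.0266 FPKM in Med23 CKO mice KO_117, KO_214 and KO_218. In Fisher's exact test of Reactome pathways on the genes higher at an unadjusted p under 0.05, the Notch pathway held 1 of 35 such genes (69 genes in the pathway, adjusted p = 1) and Apoptosis held 1 (130 genes, adjusted p = 1). A further list, used after the data were seen, was the 333 genes in Reactome that the authors' deposited table calls higher. By Fisher's exact test on these 333 genes, the Notch pathway held 6 (p = 0.329), Apoptosis held 5 (p = 0.946) and Cell Cycle held 2 (p = 1). Other pathways were enriched among them. By Fisher's exact test, Extracellular matrix organization held 54 (194 genes in the pathway, adjusted p = 6.93e-18). Innate Immune System held 65 (434 genes, Fisher's exact test, adjusted p = 2.47e-08). Reactome pathways are not the same sets of genes as the paper's gene ontology terms, so these counts do not test those terms.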

GO analysis revealed that the upregulated genes show an enrichment for cell proliferation (e.g., SAT1, TNF, IGF1, CD37, and EREG), Notch signaling pathway (e.g., DLL4, HEYL, PSEN2, TGFBR2, NOTCH4, and FOXC1) and apoptotic processes (e.g., TSPO, TNF, CYP1B1, PTGS2, MMP9, TLR4, TGFB1, PSEN2, and CASP1) (Figure 8C). Downregulated genes were observed to be enriched for multiple processes important for nervous system development (e.g., SFRP2, SFRP4, SFRP5, EGR1, EGR2, EGR4, DLL1, MYT1, SLITRK1, FOS, FGFR3, SHH, CDKN2A, Wnt7B, and Wnt8B), positive regulation of transcription from Pol II promoter (EGR1, EGR2, RFX4, EGR4, GRIN1, GSX1, BARHL2, NR4A1, BEX2, IGF2, DLL1, HMGA2, MYT1, MEIS1, SHH, FOS, CDKN2A, BARX2, SFRP2, BMPR1B, MYC, AGAP2, andPEG3), and transcription from Pol II (EGR1, FOS, POLR2F, EGR2, MYC, and CHD5) in Med23-deficient NSCs (Figure 8D). Furthermore, analysis of protein-protein interaction networks among upregulated and downregulated genes indicated dysregulations in the regulatory networks involved in cell proliferation, apoptotic processes and neural development in Med23-deficient NSCs (Figures 8E,F). 

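The 31 genes named had a median log2 fold change of -1.05 (exact permutation test of the mean, two-sided, p = 0.0571), and it stayed between -1.21 and -0.89 with each library left out in turn. Their mean log2(FPKM + 1) was 3.68, 2.73, 3.13 and 3.91 in control mice WT_215, WT_116, WT_213 and WT_220, and 2.57, 2.27 and 2.16 in Med23 CKO mice KO_117, KO_214 and KO_218, so every Med23 CKO library was below every control library. Of the 28 that could be tested, 28 were lower in Med23 CKO, 14 had an unadjusted p under 0.05, and all 3 Med23 CKO values were below all 4 control values for 9. At an adjusted p under 0.05, 0 of them passed over all genes and 1 over the list alone. These genes are the authors' calls on the same libraries. Wnt7b had 19.4 ± 2.15 FPKM (SD, n = 4) in control and 8.54 ± 1.72 FPKM (SD, n = 3) in Med23 CKO, a log2 fold change of -1.11 (standard error 0.19, exact permutation p = 0.0286, the smallest that 3 libraries against 4 allow). Shh had 1.46 ± 0.806 FPKM (SD, n = 4) in control and 0.148 ± 0.147 FPKM (SD, n = 3) in Med23 CKO, a log2 fold change of -1.05 (standard error 0.28). Dll1 had 14.8 ± 4.06 FPKM (SD, n = 4) in control and 8.16 ± 1.92 FPKM (SD, n = 3) in Med23 CKO, a log2 fold change of -0.77 (standard error 0.26). For Sfrp2 (log2 fold change -1.50, standard error 0.57) and Fgfr3 (-1.28, standard error 0.48), the groups overlapped. The 6 genes named for transcription from Pol II had a mean difference of -1.04 in log2(FPKM + 1) (exact permutation p = 0.114). The 23 named for positive regulation of transcription from the Pol II promoter had a mean difference of -1.11 (exact permutation p = 0.0571). Of the 22 of these that could be tested, 22 were lower and 10 had an unadjusted p under 0.05 from limma. The Reactome pathway RNA Polymerase II Transcription held 0 of the 48 genes lower at an unadjusted p under 0.05 that are in Reactome. Generic Transcription Pathway held 2 of the 48. These pathways are not the same sets of genes as the paper's gene ontology terms, so the counts do not test those terms.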

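The 111 genes read from the network of upregulated genes (Figure 8E) had a median log2 fold change of 0.67 (exact permutation test of the mean, two-sided, p = 0.4). Without Med23 CKO mouse KO_214, the median was -0.12, and without mouse KO_117 it was 1.33. Of the 107 that could be tested, 11 had an unadjusted p under 0.05, and 9 had all 3 Med23 CKO values above all 4 control values. The 49 genes of the network of downregulated genes (Figure 8F) had a median log2 fold change of -0.94 (exact permutation p = 0.0571), between -1.07 and -0.84 with each library left out in turn. Of the 46 that could be tested, 21 had an unadjusted p under 0.05, and 15 had all 3 Med23 CKO values below all 4 control values. From these networks and the gene ontology terms of the same genes, the paper concludes that gene regulation in proliferation, apoptosis and neural development is changed without Med23.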

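A list of 40 cell cycle genes had a mean log2(FPKM + 1) of 5.53, 3.83, 4.59 and 5.67 in control mice WT_215, WT_116, WT_213 and WT_220, and 6.02, 2.96 and 4.61 in Med23 CKO mice KO_117, KO_214 and KO_218. The mean log2 fold change of the list was -0.38 (exact permutation test, two-sided, p = 0.686), and it was 0.41 without Med23 CKO mouse KO_214 and -1.12 without mouse KO_117. In the list, 0 genes had an unadjusted p under 0.05. Among Reactome pathways with 10 to 500 tested genes, 858 in all, 1 was enriched among the genes higher at an unadjusted p under 0.05 and 20 among the genes lower (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p under 0.05, background of 4852 tested genes in Reactome). The pathway with the smallest p among the genes lower was Neuronal System, with 12 of 48 genes (191 genes in the pathway, adjusted p = 0.000169). The pathway among the genes higher was Platelet Adhesion to exposed collagen, with 3 of 35 genes (11 genes in the pathway, adjusted p = 0.0468). With the first control left out (mouse WT_215), 0 pathways were enriched on either side.

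**Figure D3:**
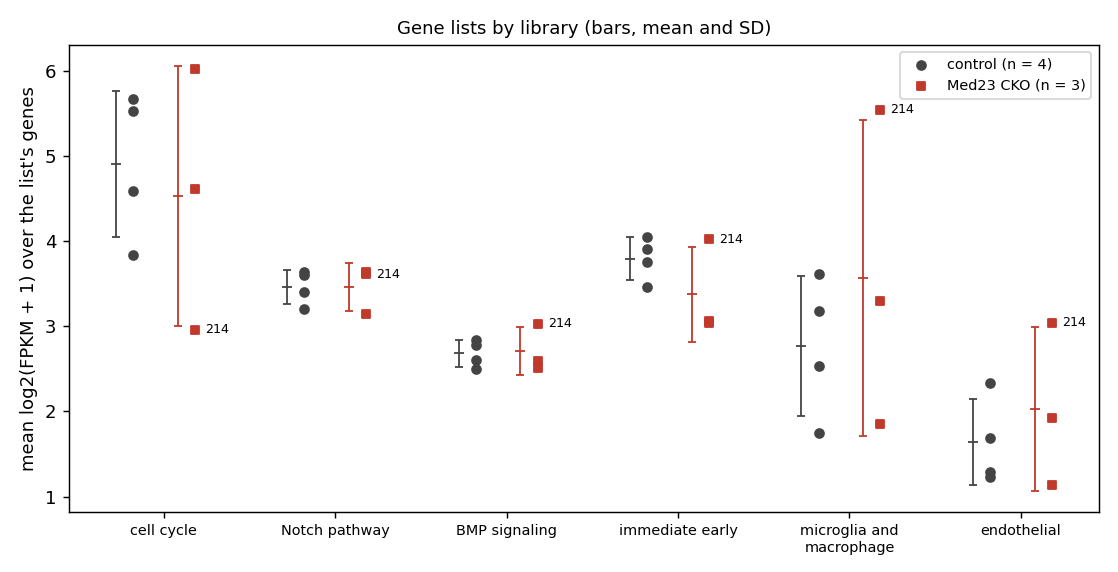
Mean log2(FPKM + 1) over the genes of 6 lists (x axis) in each library of control (circles, n = 4) and Med23 CKO (squares, n = 3), with bars for the mean and SD of each group. Med23 CKO mouse KO_214 has the lowest cell cycle value, 2.96, and the highest microglia and macrophage value, 5.55.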

Together, gene regulatory networks particularly in cell proliferation, apoptotic processes and neural development are disturbed in the absence of Med23 in adult hippocampal NSCs.

**FIGURE 8:**
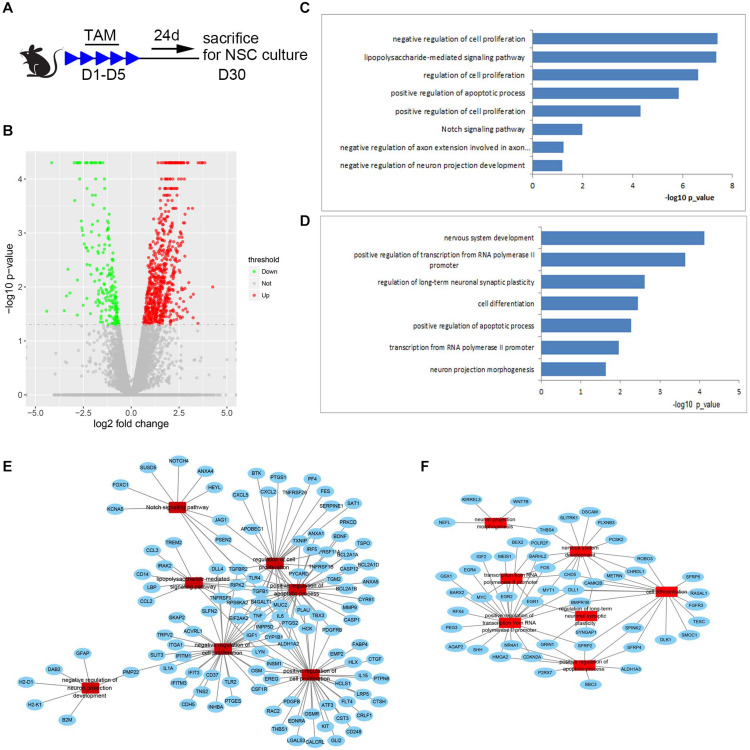
Transcript profiling of Med23-deficient hippocampal NSCs. **(A)** Schematic representation of TAM treatment and sample collection schedule. **(B)** Volcano plots depict gene expression changes between Med23 CKO and control NSCs. Significantly differential transcripts are highlighted in color and totaled in each direction (FDR < 0.05). The cultured neurospheres prepared from individual mouse brain were collected as one sample for RNAseq analysis, and *n* = 3 in each group. **(C,D)** Gene ontology (GO) analysis of the significantly upregulated **(C)** and downregulated **(D)** genes between Med23 CKO and control NSCs. **(E,F)** Protein-protein interaction networks among upregulated **(E)** and downregulated **(F)** genes in Med23 CKO NSCs.

## Discussion

Whilst several physiological functions have been attributed to Med23, its role in the central nervous system has not been examined *in vivo*. In this study, we focused on adult hippocampal neurogenesis in order to explore the potential role of Med23 in the adult brain as the biological processes are well documented with multiple and reliable study tools. By crossing with Nestin-Cre^ER^ mice, Med23 in hippocampal NSCs could be inactivated by administration of tamoxifen in adult Med23 CKO mice. Conditional inactivation of Med23 in NSCs showed that the loss of this protein leads to an increase of proliferating NSCs but decreases of neuroblasts and new-born neurons in the hippocampus.

The deletion of Med23 with the help of Nestin-Cre^ER^ causes an increase of BrdU^+^, Ki67^+^, and MCM2^+^ cells with no changes in GFAP^+^/Sox2^+^ and Tbr2^+^ populations, suggesting that active NSCs is selectively affected in the population of proliferating cells in the SGZ. However, the populations of neuroblasts and immature new-born neurons shown by DCX^+^ and NeuroD^+^ cells in Med23 CKO mice and YFP^+^ cells in Med23 CKO:Rosa26-YFP mice are significantly reduced. According to the data from single-cell transcriptomics (Llorens-Bobadilla et al., 2015), Med23 is expressed in all cell types with higher levels in active NSCs and neuroblasts in the hippocampal neurogenic niche. Thus, active NSCs and immature new-born neurons require Med23 to maintain its normal biological functions in the SGZ.

In the exploration of possible cellular events leading to the increase of active NSCs, we found that the cell cycle length of proliferating cells in the SGZ is shortened as a result of reduced S-phase length. However, this does not rule out additional possibilities, such as increased cell cycle entry of quiescent NSCs or decreased cell cycle exit of proliferating NSCs toward a quiescent state or differentiation. The methods employed here is originally used in studying the cell cycle of NSCs in the ventricular zone of developing cerebral cortex where homogenous NSCs are located (Chenn and Walsh, 2002), and it was used in addressing the same question in the SGZ later (Qu et al., 2013). However, the progenitors are intermingled with NSCs in the SGZ, and they may have a different cell cycle length, which therefore contributes to the cell cycle phenotypes observed in the SGZ of Med23-CKO mice. This should be clarified in further study.

One of our previous studies has shown that Med23-deficient murine embryonic stem cells show enhanced neural differentiation through modulating BMP signaling (Zhu et al., 2015). In the present study, we show that Med23 is also required for the proliferation of adult hippocampal NSCs and the differentiation of neuroblasts and immature new-born neurons. To our knowledge, this is the first report exploring the role of Med family in the nervous system. As mentioned above, the mammalian Mediator complex is essential to the basal transcription machinery by forming a link between transcription factors and Pol II, whereby it helps regulating the transcription of a large number of protein-coding genes. Consistently, our RNA-seq data show that 667 genes are up- and 196 genes are downregulated in Med23-deficient NSCs. The downregulated portion shows an enrichment for genes involved in Pol II-mediated transcription, multiple processes involved in nervous system development and cell differentiation. In the down-regulated genes of Med23-deficient NSCs, the expression of early response genes (such as Egr1, Egr2, Egr4) that are normally induced by serum growth factor (such as SFRP) activation, are greatly attenuated. These results are consistent with our previous study that Egr1 is the most severely affected by loss of MED23 (Wang et al., 2005). However, Med23-deficient embryonic stem cells display enhanced neural differentiation via BMP signaling (Sun et al., 2014), which is not significantly altered in Med23-deficient hippocampal NSCs.

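Egr1, on chromosome 18 of GRCm38 from 34861207 to 34864956, had 146, 23.7, 37.9 and 160 FPKM in control mice WT_215, WT_116, WT_213 and WT_220, and 4.76, 36.9 and 14.5 FPKM in Med23 CKO mice KO_117, KO_214 and KO_218. Its log2 fold change was -2.20 (standard error 0.86, exact permutation test, two-sided, p = 0.114), between -2.87 and -1.51 with each library left out in turn, and limma called it lower at an unadjusted p under 0.05 (adjusted p = 1). Egr2 had 7.91 ± 4.13 FPKM (SD, n = 4) in control and 3.32 ± 3.20 FPKM (SD, n = 3) in Med23 CKO, a log2 fold change of -1.20 (standard error 0.57, exact permutation p = 0.143). Egr4 had 2.63, 0.496, 1.27 and 10.8 FPKM in the control mice and 1.49, 0.133 and 0.251 FPKM in the Med23 CKO mice, in the same order, a log2 fold change of -1.19 (standard error 0.69, exact permutation p = 0.2). For Egr1, Egr2 and Egr4, the Med23 CKO and control values overlapped. All 3 Med23 CKO values of Nr4a1 were below all 4 control values, with a log2 fold change of -1.24 (standard error 0.42, exact permutation p = 0.0571). Fos had a log2 fold change of -0.98 (standard error 0.44). A list of 27 immediate early genes had a mean log2 fold change of -0.42 (exact permutation p = 0.229), with 20 genes lower and 7 higher, and 2, Egr1 and Nr4a1, lower at an unadjusted p under 0.05 from limma. Without Egr1, Egr2, Egr4, Fos, Nr4a1 and Myc, the 21 other genes had a mean log2 fold change of -0.18 (exact permutation p = 0.571). Of the 27 genes, the authors' deposited table calls 8 lower and 1 higher at a p under 0.05, and of the 21 others 2 lower and 1 higher. In that table, Egr1 has a log2 fold change of -2.30 and a q of 0.0107, and is 30th by fold change among the 196 genes called lower.

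**Figure D4:**
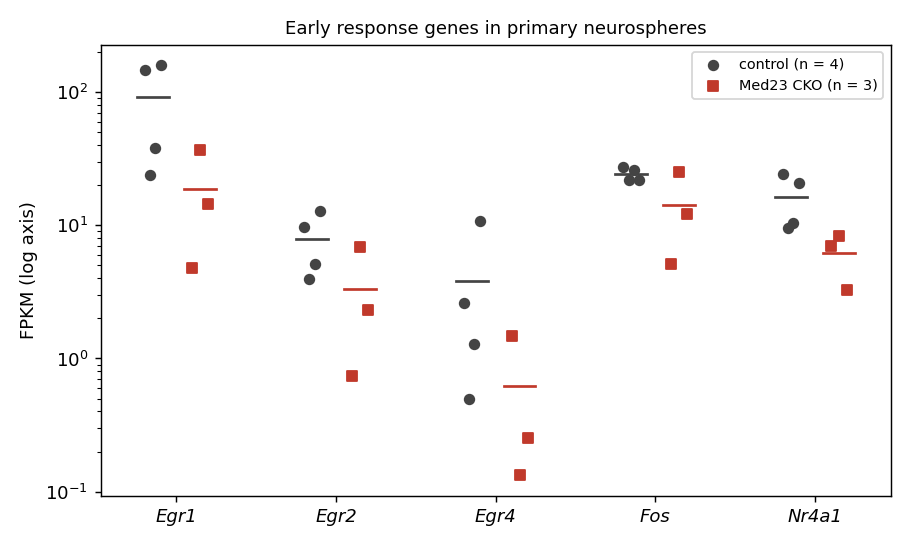
FPKM (y axis, log scale) of 5 early response genes in each control (circles, n = 4) and Med23 CKO (squares, n = 3) library, with lines at the group means. For Nr4a1 the 3 Med23 CKO values lie below the 4 control values, and for Egr1 the Med23 CKO values of 4.76 to 36.9 FPKM overlap the control values of 23.7 to 160 FPKM.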

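A list of 30 genes of BMP signaling had a mean log2 fold change of 0.03 in Med23 CKO neurospheres (exact permutation test, two-sided, p = 0.943). The mean log2(FPKM + 1) of the list was 2.68 ± 0.157 (SD, n = 4) in control and 2.71 ± 0.280 (SD, n = 3) in Med23 CKO. The difference had either sign under the alternatives, from -0.13 without Med23 CKO mouse KO_214 to 0.12 without mouse KO_218. Of the 28 genes tested, 1 had an unadjusted p under 0.05. That gene, Bmpr1b, had 4.86 ± 2.49 FPKM (SD, n = 4) in control and 1.52 ± 0.860 FPKM (SD, n = 3) in Med23 CKO, a log2 fold change of -1.17 (standard error 0.41, exact permutation p = 0.0857), between -1.46 and -0.93 with each library left out in turn. The authors' deposited table calls 2 genes of the list lower and 1, Acvrl1, higher at a p under 0.05.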

As mentioned above, Med23 is highly expressed in active NSCs and neuroblasts and the cellular phenotypes are present in the two type of cells suggesting possible cell-autonomous role of Med23 in regulating adult hippocampal neurogenesis. According to the transcript profiling data, Notch pathway is upregulated in the absence of Med23. 

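A list of 36 genes of the Notch pathway had a mean log2 fold change of 0.00 in Med23 CKO neurospheres (exact permutation test, two-sided, p = 0.914). The mean log2(FPKM + 1) of the list was 3.64, 3.20, 3.40 and 3.60 in control mice WT_215, WT_116, WT_213 and WT_220, and 3.64, 3.61 and 3.14 in Med23 CKO mice KO_117, KO_214 and KO_218. Of the 35 genes tested, 18 were higher and 17 lower, with 1 on each side at an unadjusted p under 0.05. The one higher was Jag1, a Notch ligand on chromosome 2 of GRCm38 from 137081451 to 137116520, with 15.5 ± 3.77 FPKM (SD, n = 4) in control and 30.4 ± 5.12 FPKM (SD, n = 3) in Med23 CKO. Its log2 fold change was 0.95 (standard error 0.24, exact permutation p = 0.0286), and the one lower was the ligand Dll1. Dll4 had 0.563, 1.48, 1.41 and 0.432 FPKM in control mice WT_215, WT_116, WT_213 and WT_220, and 0.652, 5.98 and 1.79 FPKM in Med23 CKO mice KO_117, KO_214 and KO_218. Its log2 fold change was 0.74 (standard error 0.49, exact permutation p = 0.2), 0.17 without mouse KO_214 and 1.21 without mouse KO_117. Notch4 had a log2 fold change of 0.60 (standard error 0.50), 0.01 without mouse KO_214 and 1.09 without mouse KO_117. Psen2 had a log2 fold change of 0.63 (standard error 0.50), 0.04 without mouse KO_214 and 1.08 without mouse KO_117. Without mouse KO_117, Dll4 and Notch4 had an unadjusted p under 0.05. The target genes Hes1 and Hes5 had log2 fold changes of -0.14 (standard error 0.45) and -0.43 (standard error 0.72). Without Dll4, Notch4, Heyl and Psen2, the list of 32 genes had a mean log2 fold change of -0.07, with 15 genes higher and 17 lower. The authors' deposited table calls 5 genes of the list higher and 1 lower at a p under 0.05.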

Notch pathway is required for the maintenance of proliferation capability of NSCs and prevent neuronal differentiation (Louvi and Artavanis-Tsakonas, 2006), and the upregulation of Notch signaling pathway may contribute to the enhanced proliferation of hippocampal NSCs in the absence of Med23. However, Nestin-driven Cre expression is also present in the endothelial cells, and Dll4 and Notch4 are mostly expressed by the endothelial cells (Swift and Weinstein, 2009). This raises a question of if Notch signaling functions in Med23-involved adult neurogenesis in a non-cell-autonomous way. In addition, the upregulated genes involved in cell proliferation (e.g., SAT1, TNF, IGF1, CD37, and EREG) may be implicated in the phenotypes of abnormal neurogenesis of Med23 CKO mice as well. Further studies are needed to explore key downstream effectors that are involved in the Med23-associated transcriptional machinery and regulates adult hippocampal neurogenesis in the mouse brain.

The present findings further demonstrate that Med23 is a factor involved in the regulation of adult hippocampal neurogenesis and its associated role in mouse behavior. As mentioned above, missense mutations in Med23 have been reported in families with autosomal recessive intellectual disability. The mutation (R617Q) leads to a defective response of JUN and FOS immediate early genes to serum mitogens by altering the interaction between enhancer-bound transcription factors (TCF4 and ELK1) and Med23 (Hashimoto et al., 2011; Trehan et al., 2015). Considering the important roles of immediate early genes in brain development, plasticity, and memory formation (Herdegen and Leah, 1998; Tischmeyer and Grimm, 1999; Sanyal et al., 2002; Alberini and Kandel, 2014; Minatohara et al., 2016), it would be interesting to examine possible roles of Med23 in embryonic brain development and in other aspects of adult brain functions. Med23 CKO mice display an impaired performance in the spatial memory, which is consistent with the known functions of adult hippocampal neurogenesis (Ming and Song, 2011; Zhang et al., 2013, 2014), and may be one of factors contributing to the intellectual disability associated with the missense mutation of Med23 (Hashimoto et al., 2011; Trehan et al., 2015). It is well known that animals will learn to link the context itself (the training box) with the foot shocks in contextual fear conditioning, and there is nowadays a consensus that the hippocampus is one of key brain regions for this function (Izquierdo et al., 2016). The Med23 CKO mice show decreased freezing behavior after the last foot shock and during the retrieval period, suggesting impaired fear learning and memory, to which the impaired hippocampal neurogenesis may contribute. In addition, the performance in the object recognition test is normal in Med23 CKO mice. The object recognition can be a different type of memory, which may requires multiple brain regions rather than just the hippocampus.

## Conclusion

In summary, we demonstrate that Med23 plays an important role in multiple steps of adult hippocampal neurogenesis including NSC self-renewal and cell cycle progression, as well as spatial and fear memory. These data provide a strong basis for future investigations about possible roles of Med23 in central nervous system development and function.

## Data Availability Statement

The raw data presented in this study can be found in the GEO, accession number GSE152113.

## Ethics Statement

The animal study was reviewed and approved by the Animal Care and Use Committees of Tongji University School of Medicine, China.

## Author Contributions

G-YC carried out experiments and analyzed the data. SZ, C-HL, and GW helped with RNA-sequencing experiments. Y-ZW helped with TUNEL staining and WB. C-CQ carried out *in situ* hybridization. J-YC helped with mouse work. GW, C-JS, and Y-QD conceived and planned the project. G-YC and Y-QD wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

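RNA from primary neurospheres of single mice was measured in 7 libraries, 4 control (mice WT_215, WT_116, WT_213 and WT_220) and 3 Med23 CKO (mice KO_117, KO_214 and KO_218). Each library was matched to its condition and mouse number by its sample title and label. The paper gives n = 3 in each group and its text does not name the control mice it used, so none was left out, and 0 columns of samples without a condition were found. The authors removed adapters, aligned the reads to mm10 with Tophat at default parameters and used Cuffdiff to calculate FPKM per gene, which they deposited for each library together with group means. In the table the authors deposited, the comparison of Med23 CKO with control is given as a log2 fold change, a Cuffdiff test score, and a p-value and q-value per gene. These columns are printed only as the authors' deposited values. The table has 24346 gene symbols, each listed once, of which the authors tested 14559 and left 9787 untested. No count of reads was used, the low FPKM values gave no whole fragments, and the depth of each library is unknown, so no interval that needs it is given; the number of libraries limits the precision.

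Values were analysed as log2(FPKM + 1), with a pseudocount of 1, for the 14151 genes with a mean FPKM of at least 0.5 over the 7 libraries. Med23 CKO was compared with control by limma (lmFit and eBayes with trend, version 3.58.1 in R 4.3.3), with two-sided moderated tests and Benjamini-Hochberg adjustment over the genes tested. Single genes printed with an exact p, and the mean log2(FPKM + 1) over a list of genes, were tested by exact permutation over the 35 splits of the 7 libraries into 4 and 3, two-sided by the size of the difference, where the smallest p is 0.0286. The lists of genes for the Notch pathway, BMP signaling, immediate early genes, cell cycle, microglia and macrophages, and endothelial cells, and the genes of the paper's text and Figure 8E and 8F, were written down before the data were examined. Over the 6 lists, every Benjamini-Hochberg adjusted exact p was 0.943. The genes set to be named are Med23, genes the paper names in its RNA-seq results or their discussion, genes of the lists discussed, and on each side the 5 genes with the smallest p among those whose 3 Med23 CKO values all lie on one side of the 4 control values, since 0 genes passed the adjusted threshold. Which of these genes have a value printed for each alternative was settled after their values were seen, and counts over all 447 of them that were tested are given beside it. The median log2 fold changes of the paper's text genes, and of the genes in the authors' calls, are medians over genes of the difference in mean log2(FPKM + 1).

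Reactome pathways for the mouse, from the collection of 1457 installed with fgsea 1.28.0, were matched through Entrez identifiers and RefSeq symbols for 24229 of the 24346 genes. Pathways with 10 to 500 tested genes were tested by one-sided Fisher's exact tests against the 4852 tested genes in at least 1 pathway. The gene ontology terms of DAVID and the protein interaction networks were not repeated. Coordinates are those of GENCODE M21 for Med23 and its exons and of RefSeq for other genes, both on GRCm38, which is mm10. Gene length and GC content, from the longest transcript of each gene in GENCODE M21, were found for 99.4% of the genes tested.

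The tests were tried on simulated data with 14151 genes, of which 200 were changed by 2 on the log2 scale. Noise was drawn independently for each gene, so the variation that genes share in the real libraries was absent. With each gene given its own spread between the real libraries, 149 of the 200 (74.5%) had an adjusted p under 0.05, 2 of the 13951 unchanged genes did, and 5.11% of the unchanged genes had an unadjusted p under 0.05. With every gene given the median spread, 200 of the 200 were called, and so were 13 of the 13951 unchanged genes.

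The alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 1, quantile normalization, centring of each library on its median, limma without trend, limma with robust empirical Bayes (statmod 1.5.0), limma with array weights, an exact permutation test per gene, the first digit of the mouse number as a covariate, each library left out in turn, limma's camera for lists and pathways, and shorter Notch and immediate early lists. A further set was chosen after the data were seen: removal of each library's trend with GC content and length (splines with 5 degrees of freedom), log2(Xist FPKM + 1) as a covariate, the log2 ratio of group mean FPKM, and Reactome on the authors' calls. Correlations over the libraries used exact permutation in Python 3.11.15 with numpy 2.4.6.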

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

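The tests of the RNA of 5 cell and response lists, of GC content and gene length and of the sex of the mice were set before their values were computed, but after the library of KO_214 had been seen to stand apart, and the test that leaves out this library was chosen after its result was seen. The lists were written before the data were examined, and the test was extended to 4 of them after its value for the microglia and macrophage list was known. In control WT_220, Ereg had 0.228 FPKM, against 1.92 to 2.19 FPKM in the other control mice, and the gap was 0.905 of the whole range on the log2(FPKM + 1) scale. In control WT_215, Mmp9 had 0.586 FPKM, against 0.121 to 0.154 FPKM in the others, a gap of 0.916 of the range. In control WT_220, Tspo had 17.04 FPKM, against 32.1 to 36.2 FPKM in the others, a gap of 0.838 of the range. These are 3 of 75 genes and lists examined in this way, where 3.75 are expected by chance. No biological explanation was tested for them.

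The list of 30 microglia and macrophage genes, cells that the paper does not discuss for the neurospheres, had a mean log2(FPKM + 1) of 5.55 in KO_214, above the controls, which ranged from 1.74 to 3.62. In KO_117 it was 1.86 and in KO_218 it was 3.30. Of the 30 genes, 28 were above every control in KO_214, 1 in KO_117 and 2 in KO_218, and 27 had the highest value of the 7 libraries in KO_214. The difference of the list between Med23 CKO and control was 0.80 over all libraries (exact permutation p = 0.514) and -0.19 without KO_214.

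The same library held the highest value for 606 of the 667 genes called higher in the authors' deposited table. Their median log2 fold change of 0.65 was -0.10 without KO_214. When the slope of each gene on the microglia and macrophage score was fitted in the 4 control libraries alone, for the 641 genes outside the list, it predicted a median rise of 1.21 in KO_214 of a median rise of 2.01, a share of 0.601. Among these genes 88.0% had a positive slope in the controls, against 53.4% of all tested genes. Other lists were also above every control in KO_214: mural cells and fibroblasts at 4.25 (controls 1.35 to 2.34), interferon response genes at 4.05 (1.98 to 2.53), endothelial cells at 3.04 (1.23 to 2.33) and astrocytes at 5.86 (4.49 to 5.32). The same test, with the genes of each list left out, gave a share of 0.736 for mural cells and fibroblasts, 1.13 for the interferon response, 0.403 for endothelial cells and 0.482 for astrocytes. RNA of microglia or macrophages, of mural cells or fibroblasts, of endothelial cells or of astrocytes, and an interferon response each remain a candidate source of the rise. They cannot be told apart here, as the shares have no measure of spread. The slopes rest on 4 libraries. Removal of each library's trend with GC content and gene length did not lower the median log2 fold change (0.65 before, 0.68 after), and neither did Xist as a covariate (0.69). A rise that came from GC content and gene length, or from the sex of the mice, should have shrunk under these corrections. The values therefore argue against both as the source for the 667 genes. Xist was at 0.153 FPKM in KO_214, and at 0.565 FPKM or less in WT_215, WT_116, WT_213 and KO_117. The median of the 667 genes relative to the control mean was -0.03, 0.11, 0.40 and -0.43 in WT_215, WT_116, WT_213 and KO_117, against 2.04 in KO_214. A response of 1 Med23 CKO mouse to the loss of Med23 cannot be told apart from a difference in the cells of its culture, because neither other Med23 CKO library had such a rise.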

How the results depend on the processing

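The alternatives were set before the data were examined, except the removal of the GC content and length trend, Xist as a covariate, the log2 ratio of group mean FPKM and Reactome on the authors' calls, which were chosen after seeing the data. The median log2 fold changes of the genes in the authors' calls were also added after seeing the data. Of 279 values of 17 results under the alternatives, 44 moved, 7 became stronger, 14 reversed and the others kept their direction and side of the threshold or stayed within the allowed range. Except where a value shows it, the cause was not tested.

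The 71 genes higher and 141 lower at an unadjusted p under 0.05 (33.5% higher) became 140 higher without a filter on low values, 193 higher and 887 lower with array weights (17.9% higher), 98 and 127 with quantile normalization (43.6% higher), 99 higher with median centring (45.4% of the genes at this p), 124 higher with the GC content and length trend removed and 93 lower with Xist as a covariate. Array weights, whose estimation had given a convergence warning, gave weights from 0.301 for KO_117 to 3.01 for KO_218. Across the 7 fits that each left out one library, the counts ranged from 44 to 362 higher and from 71 to 410 lower. Without KO_218 the balance turned, with 139 higher and 71 lower (66.2% higher). At an adjusted p under 0.05, the counts were 0 higher and 0 lower under every alternative that gives an adjusted p (not computed for the exact permutation test per gene) except these fits, where they ranged from 0 to 1 higher: Snora64 without KO_214 (log2 fold change 5.20, adjusted p 0.000922 from limma) and Gm38671 without KO_218 (3.74, adjusted p 0.0151 from limma), named after their values were seen. Over the alternatives, the smallest adjusted p from limma ranged from 0.000922 to 1.

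Of the 35 splits of the 7 libraries into 4 and 3, the real one included, 24 gave as many genes higher and 12 as many lower. A split gave between 24 and 7151 genes at an unadjusted p under 0.05, with a median of 170, where 708 are expected by chance. At an adjusted p under 0.05, 35 of 35 gave at least as many, which the count of 0 (with 71 genes higher and 141 lower at an unadjusted p under 0.05) fixes in advance, and 5 gave 1 or more. As many pathways were enriched in 17 of the 35 splits for genes higher and in 4 for genes lower, the real one included in each. On simulated data with the same number of libraries, 149 of 200 changed genes were called.

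The 1 Reactome pathway among genes higher became 0 without a filter, with quantile normalization, median centring, array weights, the exact permutation test per gene or the GC content and length trend removed, 74 with limma camera and 58 with the authors' calls. The 20 among genes lower became 1 with quantile normalization, 3 with median centring, 3 without trend, 0 with array weights, 0 with the exact permutation test per gene, 1 with the GC content and length trend removed, 0 with Xist as a covariate and 3 with the authors' calls. With a library left out, they ranged from 0 to 9 and from 0 to 15. Pathways of genes with an adjusted p under 0.05 gave no value, as there were 0 such genes (71 higher and 141 lower at an unadjusted p under 0.05).

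The log2 fold change of Med23 stayed below 0, from -0.32 to -0.19 with a library left out, and was -0.43 with array weights, where it passed an unadjusted p under 0.05 (adjusted p 0.594 from limma). By limma camera, which takes a fixed correlation between genes and compares each list with the other genes, differences passed that had not: immediate early -0.42 (p = 0.00107), cell cycle -0.38 (p = 0.00572), microglia and macrophage 0.80 (p = 4.9e-10), endothelial 0.39 (p = 2.83e-05), the paper's upregulated genes 0.66 (p = 2.32e-08) and its downregulated genes -1.05 (p = 2.44e-33). These values are those of the same lists, with limma camera only the p differing. The fixed correlation takes no account of how strongly the genes of a list move together in these libraries. The microglia and macrophage difference was -0.19 without KO_214. The paper's upregulated and downregulated genes are the authors' calls on the same libraries, so their p from limma camera is no independent support.

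The BMP signaling list (0.03) was -0.017 with the pseudocount of 0.1, and ranged from -0.13 to 0.12 with a library left out. The Notch list (0.00) was -0.070 without Dll4, Notch4, Heyl and Psen2, and ranged from -0.085 to 0.16. With a library left out, the cell cycle list ranged from -1.12 to 0.41, microglia and macrophage from -0.19 to 1.66, endothelial from -0.11 to 0.84, the paper's upregulated genes from -0.048 to 1.34 and the genes the authors call higher from -0.10 to 1.17. In each of these 5, the reversed value was that without KO_214. The paper's downregulated genes ranged from -1.21 to -0.89, the genes the authors call lower from -1.08 to -0.76 and immediate early genes from -0.74 to -0.25.

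For 35 genes tabulated singly, chosen after their values were seen, 662 values gave 607 the same, 28 weaker, 15 stronger and 12 reversed, 10 of these without KO_214. With a library left out, Sat1 ranged from -0.23 to 1.35, Tnf from -0.31 to 1.52, Igf1 from -0.055 to 1.95, Ereg from -0.15 to 1.46, Hes1 from -0.63 to 0.20, Mki67 from -1.35 to 0.70, Mcm2 from -1.42 to 0.18, Gfap from -0.092 to 1.897, Tspo from -0.17 to 1.11 and Acvrl1 from -0.20 to 1.29. Without KO_214, Hes1 was 0.02, and without WT_220 it was 0.04. Mmp9 is below the filter without KO_214 and has no value from limma there; on log2(FPKM + 1) it was -0.20. Over the 60 genes of the paper's text and the top genes, 16 of 1135 values reversed, among them those of Cd37, Ptgs2 and Tgfb1, and over all 447 named genes that were tested, 500 of 8440 values reversed, a larger share than among the 35, in 280 genes, 193 of them without KO_214.

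No gene symbol was listed more than once, so summing such entries could not move anything. The paper calls the control mice littermates, but the sample labels do not give the litter of a mouse, so no paired analysis was possible. The depth of the libraries is unknown, which limits what can be said of genes at low FPKM.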

Differences from the paper's values

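At an unadjusted p under 0.05, 71 genes were higher in Med23 CKO against the paper's 667, and none of the alternatives set before the data were examined closed this gap. At an adjusted p under 0.05, 0 genes were higher against the paper's 667 and 0 were lower against the paper's 196 (71 and 141 at an unadjusted p under 0.05), and none of the alternatives set before the data were examined closed these gaps. The 667 and 196 are the numbers at a p under 0.05 in the authors' deposited table, where 89 genes are higher and 30 lower at a q under 0.05, while the legend of Figure 8B names the false discovery rate.

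The paper states that the deletion of Med23 was shown by western blot of hippocampal tissue (Figure 1B) and by qRT-PCR of neurospheres (Figure 1C). FPKM over the whole gene is another measure than protein or a qRT-PCR product, so the values need not disagree. Over the whole gene, the mean Med23 FPKM in Med23 CKO was 81.7% of that in control, with a log2 fold change of -0.26. The paper states that the Notch pathway is upregulated. The list of 36 Notch genes had a mean log2 fold change of 0.00, with 18 genes higher and 17 lower. At an unadjusted p under 0.05, limma called Jag1 higher and Dll1 lower, and called 0 of the Notch genes the paper names as upregulated; without KO_117, Dll4 (log2 fold change 1.21), Notch4 (1.09) and Tgfbr2 passed. The paper states that BMP signaling was not significantly altered. In the BMP list, 0 genes had an adjusted p under 0.05, but 0 of all genes tested did, so this count cannot decide the question. At an unadjusted p under 0.05, 1 gene of the list passed. That gene, Bmpr1b, which the paper also names among its downregulated genes, had a log2 fold change of -1.17 and an unadjusted p of 0.0235 from limma (adjusted p 1). The paper states that Egr1, Egr2 and Egr4 were greatly reduced. Their log2 fold changes were -2.20, -1.20 and -1.19, and the Med23 CKO and control values of each overlapped. Egr2 passed an unadjusted p under 0.05 with array weights (-1.14), with the first digit of the mouse number as a covariate (-1.09), without WT_116 (-1.44) and without KO_214 (-1.77), and Egr4 with array weights (-1.17) and without WT_116 (-1.60). The paper names 18 upregulated genes for proliferation, Notch signaling and apoptosis, and limma called 0 of the 17 that could be tested at an unadjusted p under 0.05. Without KO_117, an alternative set before the data were examined, Igf1 (1.95), Ereg (1.46), Cyp1b1 and Tlr4 passed as well as Dll4, Notch4 and Tgfbr2. Of the 28 genes the paper names as downregulated that could be tested, limma called 14. Of these 14, Bex2 no longer passed in 9 of 19 alternatives, Slitrk1 in 7, Sfrp2, Fgfr3, Bmpr1b, Egr1 and Meis1 in 5 each, Dll1 in 4, Grin1 in 3, Nr4a1 and Peg3 in 2 each and Sfrp4 in 1 of 19, and Shh in 1 of 18, while Wnt7b passed in each of 19. Of the others, Agap2, Gsx1, Hmga2, Myc, Polr2f, Rfx4, Chd5 and Fos passed with array weights, Polr2f and Rfx4 with quantile normalization, Chd5 with no filter, median centring, no trend or the exact permutation test per gene, Fos with the first digit of the mouse number as a covariate, and Barx2 with the pseudocount of 0.1. With a library left out, Polr2f, Rfx4 and Cdkn2a passed without WT_116, Barx2 without WT_213, Agap2, Gsx1 and Rfx4 without KO_117, and Hmga2, Chd5 and Fos without KO_214. Among alternatives chosen after seeing the values, Chd5 and Fos passed with the GC content and length trend removed, and Barx2 with Xist as a covariate.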

Other observations

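The tests of the first principal component with genotype and with the mix of cells, of Med23 by its exons, and of the lower calls with a library left out were chosen only after the result was seen, and so were the 6 correlations. The first principal component held 67.4% of the variance of the 7 libraries. The genotypes did not lie apart on it (exact permutation p = 0.714) or on component 2 (13.5% of the variance, exact permutation p = 0.543), and did on component 3 (7.04%, exact permutation p = 0.0286, the smallest the splits can give, not adjusted for the 3 components). It ran with the cell cycle score (r = -0.96, exact permutation over the pairings of 7 libraries, adjusted p = 0.00119 over 6 relations) and, in the opposite direction, with the microglia and macrophage score (r = 0.926, adjusted exact permutation p = 0.00357), with r = -0.98 and 0.883 when WT_220 and KO_117, the libraries farthest from the median of the component, were left out, and r = -0.956 and 0.949 when KO_214 was left out. The weights of the genes had a Spearman rho of -0.24 with GC content, weaker than 0.3 in size. A mix of dividing cells and of microglia or macrophages that differs between cultures may underlie this component. The lists of other cells were not tested against it, so another mix cannot be told apart from this one. The scores are computed from the same libraries as the component, so they are not independent of it.

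The genes called lower in the authors' deposited table had a median log2 fold change of -0.87, and -0.79 without KO_214, the value nearest 0 with a Med23 CKO library left out. It was -0.81 after the GC content and length trend was removed and -0.87 with Xist as a covariate. The slope of these genes on the cell cycle score in the controls was positive for 90.3% of them, against 48.9% of all tested genes, but predicted 0.268 of their median fall. A fall that follows the genotype remains as a hypothesis, which may be biological; these genes were selected on the same libraries, so a fall over all of them was certain, and RNA of other cells was tested for dividing cells alone. A list of 20 neuronal genes had a mean log2 fold change of -0.46 (exact permutation p = 0.0286, the smallest the splits can give, adjusted p = 0.457 over 16 lists).

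The endothelial score ran with Dll4 (r = 0.933, adjusted exact permutation p = 0.00516, rho = 0.75, adjusted p = 0.0663) and Notch4 (r = 0.981, adjusted p = 0.00119) over the 7 libraries, and with the microglia and macrophage score (r = 0.964, adjusted p = 0.00238).

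Med23 in Med23 CKO was at 81.7% of its control mean, a log2 ratio of -0.29. Exons 5 to 7 are 6.52% of the transcript, and their loss alone gives a log2 ratio of -0.10. FPKM over the whole gene cannot tell loss of these exons, decay of the transcript and cells without recombination apart.

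Xist had 91.3 FPKM in WT_220 and 111 FPKM in KO_218, and under 0.565 FPKM in the other libraries. In the neurospheres, the log2 fold changes of Mki67 (-0.44, standard error 0.98), Mcm2 (-0.54, standard error 0.82), Gfap (0.81, standard error 1.00), Sox2 (-0.39, standard error 0.42), Dcx (0.21, standard error 0.39) and Neurod1 (-0.31, standard error 0.39) had unadjusted p values from limma between 0.377 and 0.667.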
